# Constitutive CD8 expression drives innate CD8^+^ T-cell differentiation via induction of iNKT2 cells

**DOI:** 10.26508/lsa.202000642

**Published:** 2020-01-24

**Authors:** Satoshi Kojo, Michiko Ohno-Oishi, Hisashi Wada, Sebastian Nieke, Wooseok Seo, Sawako Muroi, Ichiro Taniuchi

## Abstract

Temporal down-regulation of the CD8 co-receptor after receiving positive-selection signals has been proposed to serve as an important determinant to segregate helper versus cytotoxic lineages by generating differences in the duration of TCR signaling between MHC-I and MHC-II selected thymocytes. By contrast, little is known about whether CD8 also modulates TCR signaling engaged by the non-classical MHC-I–like molecule, CD1d, during development of invariant natural killer T (iNKT) cells. Here, we show that constitutive transgenic CD8 expression resulted in enhanced differentiation of innate memory-like CD8^+^ thymocytes in both a cell-intrinsic and cell-extrinsic manner, the latter being accomplished by an increase in the IL-4–producing iNKT2 subset. Skewed iNKT2 differentiation requires cysteine residues in the intracellular domain of CD8α that are essential for transmitting cellular signaling. Collectively, these findings shed a new light on the relevance of CD8 down-regulation in shaping the balance of iNKT-cell subsets by modulating TCR signaling.

## Abstract (precis)

Constitutive CD8 expression induces differentiation of innate memory-like CD8^+^ thymocytes in both cell-intrinsic and cell-extrinsic manner, the latter being accomplished by an increase in the iNKT2 subset.

## Introduction

The thymus provides a specific microenvironment that supports development of several types of T cells, including innate-like T cells, such as invariant natural killer T (iNKT) cells and mucosal-associated invariant T (MAIT) cells, and conventional T cells. Signaling via the TCR plays a central role in driving differentiation of both innate-like and conventional T cells (Hogquist & Jameson, 2014), although the TCR diversity and the selecting MHC–presenting antigens are quite different between these two types of T cells; innate-like T cells such as iNKT cells and MAIT cells express invariant TCRs that recognize non-peptide antigens presented on non-classical MHC, CD1d and MR1, respectively (Godfrey et al, 2015), whereas conventional T cells express diverse TCRs recognizing peptide antigens presented on classical MHC (Hogquist & Jameson, 2014).

Essential roles of CD4/CD8 co-receptors in TCR/MHC interaction during differentiation of the two major conventional T-cell subsets, CD4^+^ helper and CD8^+^ cytotoxic cells, from common precursors, CD4^+^CD8^+^ double-positive (DP) thymocytes, are well characterized. Thymocytes positively selected by class II MHC molecules (MHC-II selected thymocytes) develop into CD4^+^CD8^−^ single-positive (SP) thymocytes that are committed to the helper lineage, whereas MHC-I–selected thymocytes are directed to become CD4^−^CD8^+^ SP thymocytes committed to the cytotoxic lineage (Ellmeier et al, 1999). It has been proposed that differences in the duration of the positive-selection signal instruct distinct fates in post-selection thymocytes (Singer et al, 2008). Thus, briefer TCR signals in MHC-I–selected thymocytes caused by temporal down-regulation of the CD8 co-receptor guide post-selection thymocytes to differentiate into CD4^−^CD8^+^ SP thymocytes. On the other hand, persistent TCR signals in MHC-II–selected thymocytes supported by constitutive CD4 expression activate a developmental program toward the helper-lineage T cells via induction of the zing-finger transcription factor ThPOK (He et al, 2005; Sun et al, 2005) through antagonizing a transcriptional silencer in the *Zbtb7b* gene encoding ThPOK (He et al, 2008; Setoguchi et al, 2008). Therefore, in what is called the kinetic signaling model, distinct expression kinetics between CD4 and CD8 co-receptors have been proposed to play a key role in segregating helper and cytotoxic lineages (Singer et al, 2008). In line with this model, perturbation of positive-selection signaling duration in MHC-II–selected thymocytes re-directs them to become CD8^+^ cytotoxic-lineage cells (Sarafova et al, 2005; Singer et al, 2008; Adoro et al, 2012). On the other hand, constitutive transgenic CD8 expression guides about 30% of MHC-I–selected thymocytes to differentiate into CD4^+^ cells (Bosselut et al, 2001). One proposed explanation for the low efficiency of such redirected differentiation was down-regulation of the transgenic CD8α chain that heterodimerized with endogenous CD8β chain.

In addition to TCR signals, cytokines play important roles in controlling T-cell differentiation in the thymus. Signals by IL-7 are crucial for the differentiation of CD8 SP thymocytes (McCaughtry et al, 2012). Recently, IL-4 has been shown to support differentiation of another type of CD8 SP thymocyte with the characteristics of both the memory and innate cells, which is referred to as innate memory-like CD8 T cells (Weinreich et al, 2010). The iNKT2 subset of iNKT cells produces IL-4 and has been shown to be a major source of IL-4 in the thymic environment. Accordingly, an increase in the numbers of iNKT2 cells, although they represent only a tiny subpopulation of total thymocytes, has a significant impact on the generation of innate memory-like CD8 T cells (Lee et al, 2013). In addition to iNKT2 cells, iNKT1 cells expressing IFN-γ and iNKT17 cells expressing IL-17 are also differentiated from iNKT precursors (Constantinides & Bendelac, 2013). However, little is known about how balanced differentiation of such iNKT-cell subsets is regulated.

In this study, we generated a novel transgenic mouse model expressing the CD8αβ heterodimer or the CD8αα homodimer in the absence of endogenous CD8α/CD8β chains and MHC-II molecules and observed that two-thirds of MHC-I–selected thymocytes differentiated into CD4^−^CD8^+^ SP thymocytes, most of which acquired signatures of innate memory-like CD8 T cells in both cell-intrinsic and cell-extrinsic manner. The cell-extrinsic mechanism was linked to results from enhanced differentiation of the iNKT2-cell subset. Thus, our study sheds new light on the physiological relevance of down-regulation of the *Cd8* gene to fine-tune the balance of iNKT-cell subsets.

## Results

### Developmental pathway to CD4^+^ T cells from the CD8 SP stage in *Zbtb7b*^*ΔTE/ΔTE*^ mice

The initial activation of the *Zbtb7b* gene upon receiving positive-selection signals is achieved mainly by a thymic enhancer (TE) (He et al, 2008; Muroi et al, 2013). Therefore, removal of the TE from the *Zbtb7b* locus results in delayed and low-level expression of ThPOK in newly selected thymocytes (Muroi et al, 2013). However, sequential activation of a proximal enhancer restores ThPOK expression in a later developmental stage (Muroi et al, 2008). The impaired ThPOK expression kinetics due to loss of the TE in *Zbtb7b*^*ΔTE/ΔTE*^ mice results in redirected differentiation of a small proportion of MHC-II–selected thymocytes into CD4^−^CD8^+^ SP thymocytes (Muroi et al, 2013). On the other hand, enforced ThPOK expression in CD8^+^ T cells was shown to activate some helper-lineage signature genes (Jenkinson et al, 2007). Given the restored ThPOK expression in the later developmental stage of MHC-II–selected thymocytes in *Zbtb7b*^*ΔTE/ΔTE*^ mice, we examined whether there are MHC-II–selected thymocytes from some developmental stages toward the CD8-lineage that acquire a CD4^+^CD8^−^ phenotype. We accomplished this by a fate-mapping approach using an E8I-Cre transgene, whose expression is driven by the *E8I* enhancer known to be activated specifically in mature CD4^−^CD8^+^ SP thymocytes (Ellmeier et al, 1997) and can be monitored by GFP expression from *ires-gfp* sequences present in the transgene (Seo et al, 2017). By crossing the *E8I-Cre* transgenic mice to a *Rosa26*^*YFP*^ reporter strain, about 70% of CD8^+^ splenic T cells were marked by YFP expression, which could be distinguished from the weaker GFP signal derived from the *E8I-Cre* transgene (Fig 1A), whereas only 0.02% of CD4^+^ splenic T cells were marked by YFP. On the other hand, the percentage of YFP-positive CD4^+^ T cells was significantly increased, up to 0.07% on average, in *Zbtb7b*^*ΔTE/ΔTE*^ mice (Fig 1A and B). This result indicates that there exists a developmental pathway toward CD4^+^ T cells in the *Zbtb7b*^*ΔTE/ΔTE*^ mice from a developmental stage where the *E8I-Cre* transgene is activated, which occurs after CD4 down-regulation in control mice (Seo et al, 2017). Such reversible differentiation to CD4^+^ T cells after possible loss of CD4 expression was not compatible with the kinetic signaling model, prompting us to revisit the relevance of distinct co-receptor expression kinetics in the CD4^+^ helper versus CD8^+^ cytotoxic lineage choice.

**Figure 1.**
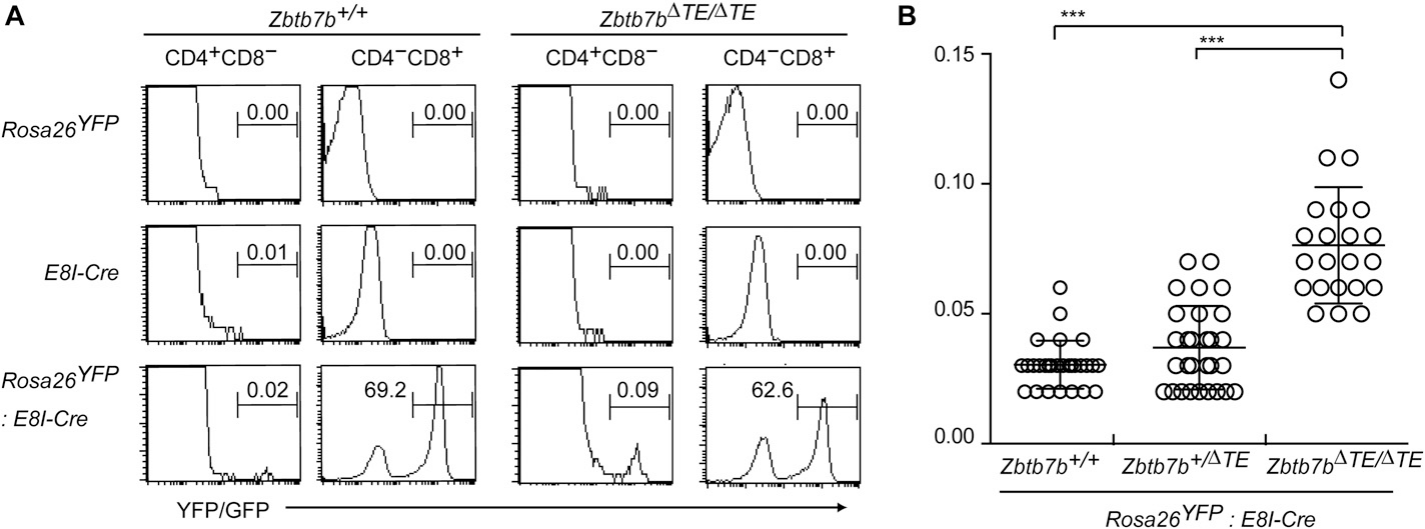
Differentiation pathway to CD4^+^ T cells after *E8I* activation in *Thpok*^*DTE/DTE*^ mice. **(A)** Histograms showing GFP expression from the *E8I-Cre* transgene and YFP expression from the *Rosa26-STOP-YFP* allele of splenic CD4^+^CD8^−^ and CD4^−^CD8^+^ T cells of mice with indicated genotypes. One representative of at least three experiments. **(B)** Graph showing summary of the percentage of YFP^+^ CD4^+^CD8^−^ splenic T cells of *Zbtb7*^*+/+*^, *Zbtb7b*^*+/ΔTE*^, and *Zbtb7b*^*ΔTE/ΔTE*^ mice that are hemizygous for E8I-Cre and *Rosa26-STOP-YFP* transgene. Mean ± SD. ***P < 0.001 (Kruskal–Wallis test with Dunn’s multiple comparisons test).

### Differentiation of innate memory-like CD8 T cells under constitutive CD8αβ expression conditions

The effect of constitutive CD8αβ co-receptor expression in vivo was examined previously in the presence of the endogenous CD8β chain. Possible down-regulation of the transgenic CD8α chain, which could dimerize with the endogenous CD8β chain, was discussed as a possible reason why most of the MHC-I–restricted cells were differentiated into CD4-negative cytotoxic T cells in this transgenic model (Bosselut et al, 2001). To analyze the effect of constitutive CD8αβ expression in the absence of both endogenous CD8α and CD8β chains, we generated a mutant *Cd8* locus, by sequential targeting in ES cells, referred to as *Cd8*^*Δab*^, that lacks coding regions for both CD8α and CD8β chains in the *Cd8a* and *Cd8b1* genes, respectively (Figs 2A–C and S1). For transgenic expression of CD8α and CD8β chains, a cDNA encoding either chain was inserted into the *Rosa26* locus, generating a *Rosa26*^*8a*^ and *Rosa26*^*8b*^ locus, respectively (Fig 2A). Induction of CD8α and CD8β chains from the *Rosa26*^*8a*^ and *Rosa26*^*8b*^ loci upon Cre-mediated excision of the stop cassette was confirmed by flow cytometry analyses (Fig 2D). However, the expression level of transgenic CD8α, which is represented in CD4^+^ population at the lower left panel in Fig 2D was lower than that of endogenous CD8α (CD8 SP population at the upper left panel in Fig 2D), presumably because of the weak promoter activity in the *Rosa26* locus.

**Figure 2.**
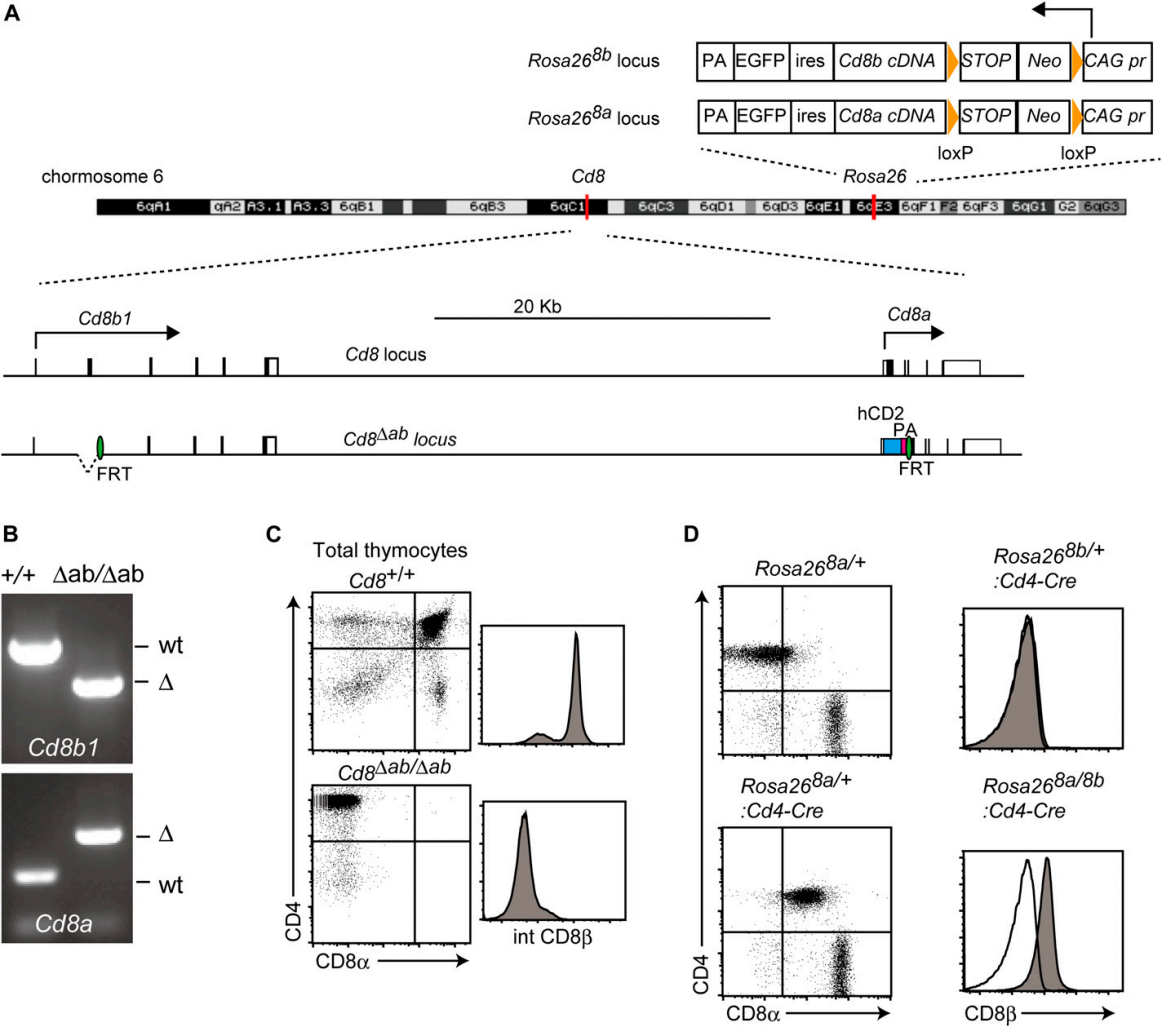
Transgenic mouse line expressing CD8α and CD8β chain in the absence of endogenous CD8α and CD8β chains. **(A)** A scheme showing structures of *Rosa26*^*8a*^, Rosa*26*^*8b*^, *Cd8*, and *Cd8*^*Δab*^ loci on the mouse chromosome 6. Orange triangles and green ovals represent loxP and FRT sequences, respectively. hCD2 was inserted to replace the *Cd8a* locus. Arrows indicate direction of transcription at the *Cd8* and Rosa26 loci. PA, polyA adenylation signals; *Neo*, *neomycin*-resistance gene; ires, internal ribosomal entry sites. **(B)** Gel images of genotyping PCR showing deletion of the second exon at the *Cd8b1* locus and insertion of the hCD2 cDNA at the Cd8a locus. **(C, D)** Flow cytometry analyses for CD4 and CD8a expression of total thymocytes of *Cd8*^*+/+*^ and *Cd8*^*Δab/Δab*^ mice (C) and TCRβ^+^ spleen T cells of *Rosa26*^*8a/+*^ and *Rosa26*^*8a/+*^*: CD4-Cre* mice (D). **(C, D)** Histogram showing intracellular staining of CD8β chain in total thymocytes of *Cd8*^*+/+*^ and *Cd8*^*Δab/Δab*^ mice (C) and surface CD8β expression of spleen CD4^+^ T cells of *Rosa26*^*8b/+*^*:CD4-Cre* and *Rosa26*^*8a/8b*^*: CD4-Cre* mice (D). CD8β expression by wild-type CD4^+^ T cells is shown as an open histogram as a negative control. One representative of two independent experiments.

**Figure S1.**
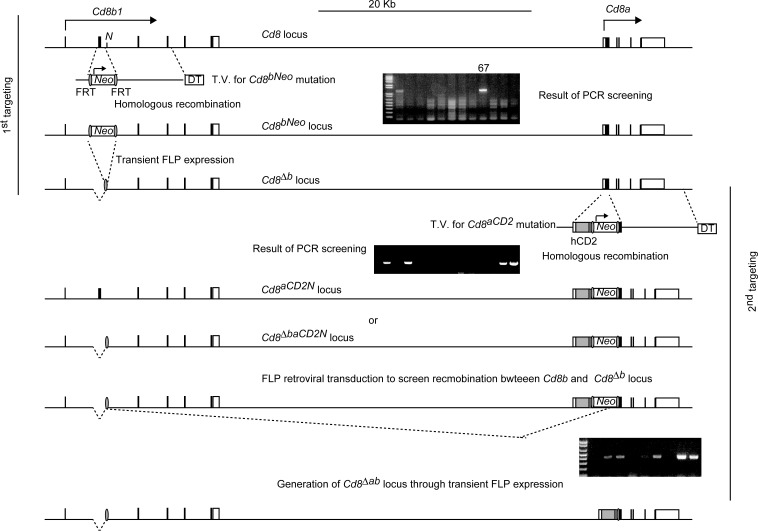
Schematic structure of the *Cd8a* and *Cd8b* loci. Strategy for sequential targeting to generate a *Cd8*^*Δab*^ allele with targeting vectors for *Cd8*^*bNeo*^ and *Cd8*^*aCD2N*^ mutation. Black and white boxes represent coding and UTR sequences within the exons of the *Cd8* loci, respectively. The grey box, red box, and green oval represent hCD2 cDNA, bovine growth hormone polyadenylation (PA) signals, and FRT sequences, respectively. *Neo*, neomycin-resistance gene; DT, diphtheria toxin A gene. Gel images show results of PCR screens to identify desired ES clones that underwent homologous recombination with the targeting vector or site-specific recombination between the *Cd8*^*Δb*^ and *Cd8*^*aCD2N*^ genes.

We next examined expression kinetics of transgenic CD8α expression in *Rosa26*^*8a/8a*^: *Cd8*^*Δab/Δab*^: *Cd4-Cre* mice. As expected, expression level of transgenic CD8α from the Rosa26 locus was stable and did not shown down-regulation after positive selection (Fig S2), confirming constitutive expression of CD8 co-receptor. To examine differentiation of MHC-I selected–thymocytes, we then generated *I-Ab*^*−/−*^: *Rosa26*^*8a/8b*^: *Cd8*^*Δab/Δab*^: *Cd4-Cre* mice, hereafter referred to as *MHC-II*^*o*^:*CD8ab-Tg* mice. Despite lower transgenic CD8αβ expression levels, the percentage of mature thymocytes, defined as the CD24^lo^TCRβ^hi^ population, was equivalent between *Wt* and *MHC-II*^*o*^:*CD8ab-Tg* mice (Fig 3A). In the mature thymocytes population of *MHC-II*^*o*^:*CD8ab-Tg* mice, although around 30% cells acquired CD4 expression, about 70% cells emerged as CD4-negative cells (Fig 3A). The balance of CD4^+^ and CD4^−^ cells was maintained after their egress from the thymus. In the peripheral lymphoid tissues, such as spleen, of *MHC-II*^*o*^:*CD8ab-Tg* mice, the αβT-cell population consisted of about 65% CD4^−^ cells and 35% CD4^+^ cells (Fig S3A). This proportion of CD4^+^ to CD4^−^ cells in *MHC-II*^*o*^:*CD8ab-Tg* mice was similar to that reported in the previous transgenic model expressing CD8α and CD8β from mini-transgenes at equivalent levels to endogenous CD8αβ (Bosselut et al, 2001), indicating that, in spite of the lower level of transgenic CD8αβ expression, our CD8αβ transgenic model is likely to mimic developmental processes in the previous model.

**Figure S2.**
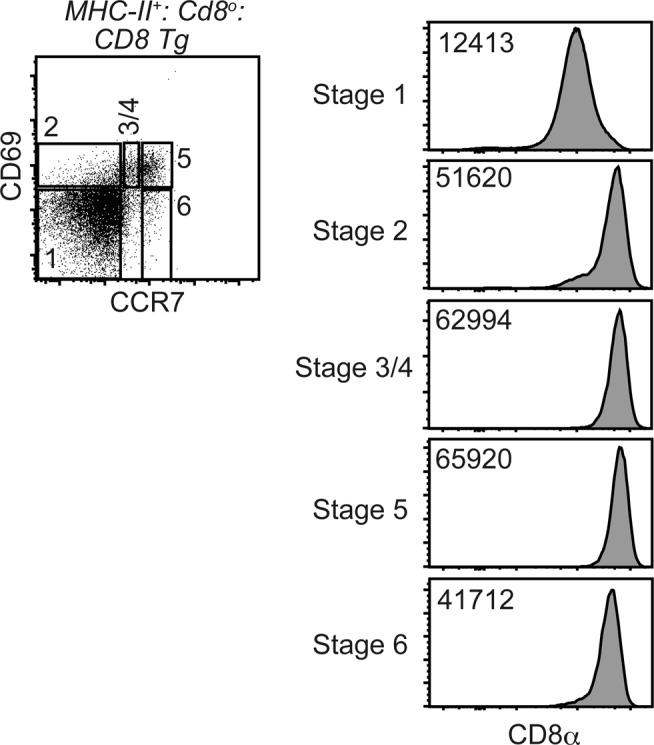
Kinetics of CD8 expression in the Cd8-Tg mouse. Dot plot showing gating strategy to define thymocytes developmental stages by CD69 and CCR7 expression. Numbers indicate developmental stage. The stage 1 represents pre-selection stage, and the developmental process of post-selection thymocytes into mature thymocytes proceeds from the stage 2 to the stage 6. Histogram plots showing CD8α expression level of each stage. Number in the histograms indicate mean fluorescence intensity of CD8α expression.

**Figure 3.**
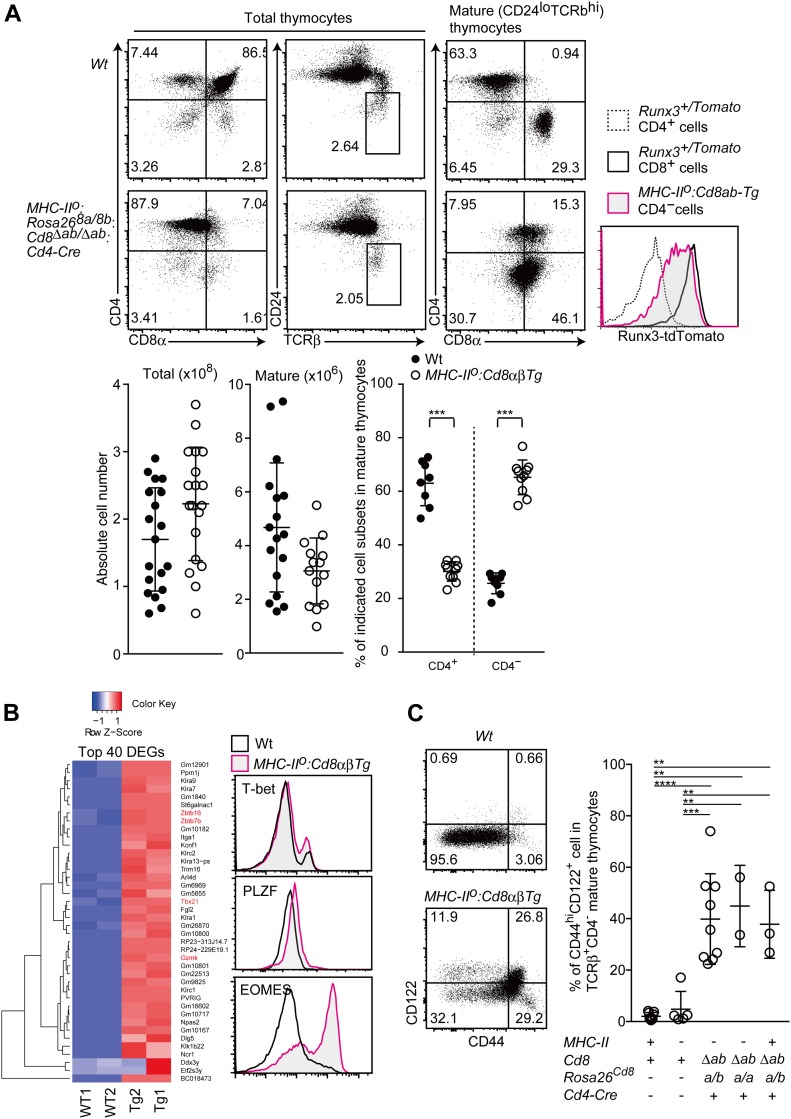
Differentiation of innate-like CD8^+^ T cell with under constitutive CD8αβ expression. **(A)** Flow cytometry analyses for CD4, CD8, TCRβ, CD24, and Runx3-tdTomato expression by various thymocyte subsets of mice with the indicated genotypes. Representative results of more than three independent analyses. Numbers in the plot indicate the percentage of cells in each quadrant. Graphs showing summary of cell numbers of total and mature thymocytes and the percentage of CD4^+^ and CD4^−^ subset in mature thymocytes. Mean ± SD. ***P < 0.001 (unpaired *t* test, two-sided). **(B)** RNA-seq analyses of CD8 SP cells from indicated genotypes (left). The top 40 differentially expressed genes observed between *Wt* and *Tg* are shown. Histograms showing protein expression level of selected genes in indicated genotypes (right). **(C)** Dot plots showing CD44 and CD122 expression in mature CD8 SP thymocyte of the indicated genotypes (left). Representative results of more than three independent analyses. Graph showing summary of percentage of CD44^hi^CD122^+^ population in mature thymocytes of indicated genotypes (right). Mean ± SD. **P < 0.01, ***P < 0.001, ****P < 0.0001 (one-way ANOVA with Tukey’s multiple comparison).

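All 40 genes of the heat map were listed in the transgenic libraries, and 38 of them had at least 1 CPM in both. *Ddx3y* and *Eif2s3y*, on the Y chromosome, had 146 and 109.5 CPM in replicate 1 but were at or under the smallest level that the depth can show in replicate 2. Among the other 38 genes the mean level ranged from 4.79 CPM for *Ncr1* to 304 CPM for *BC018473*, with a median of 14.6 CPM, and 37 of them were under 50 CPM. The library drawn redder in Fig. 3B had the higher CPM for 28 of the 28 genes that were drawn in different colours in the transgenic columns (two-sided exact binomial test, p = 7.45e-09), which matches column Tg1 to replicate 1 and column Tg2 to replicate 2. The 12 genes drawn in a single colour had log2 ratios of replicate 2 to replicate 1 from 0.07 to 0.23. Apart from *Ddx3y* and *Eif2s3y*, 4 genes differed at least 2-fold between the replicates at an adjusted p under 0.05. *Klk1b22*, *Ncr1*, and *Gm5855* were higher in replicate 2 by 1.63, 1.36, and 1.15 on the log2 scale, and *Dlg5* was lower, with a log2 ratio of -1.18.

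In the GENCODE M21 annotation, which is not necessarily the one used for counting, 36 of the 40 symbols were found, and 25 of these are protein-coding genes and 7 are processed pseudogenes. The symbols *PVRIG* and *Gm16602* and a pair of genes named after genomic clones were not in it. Some of these genes share reads with near-identical copies, so their counts are uncertain. For the processed pseudogenes, a median of 38.1% of the stretches of 50 bases in the transcript also occur in transcripts of other genes, from 2.48% for *Gm12901* to 100% for *Gm10182*, which matches *Hmgn2*. In the family of NK-cell receptors, this share was 31.5% for *Klra9*, 12.3% for *Klra7*, 38.6% for *Klrc1*, 16.3% for *Klrc2*, and 2.98% for *Klra1*. *Gm26870*, *Gm10717*, *Gm10800*, and *Gm10801* share such stretches with each other. *Zbtb7b* overlaps 116 bases of exon of *Gm15417* on the opposite strand, and its level was 16.8 ± 1.89 CPM (SD, n = 2). The exons of *Gm26870* overlap those of opposite-strand genes over 1470 bases.

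**Figure D1:**
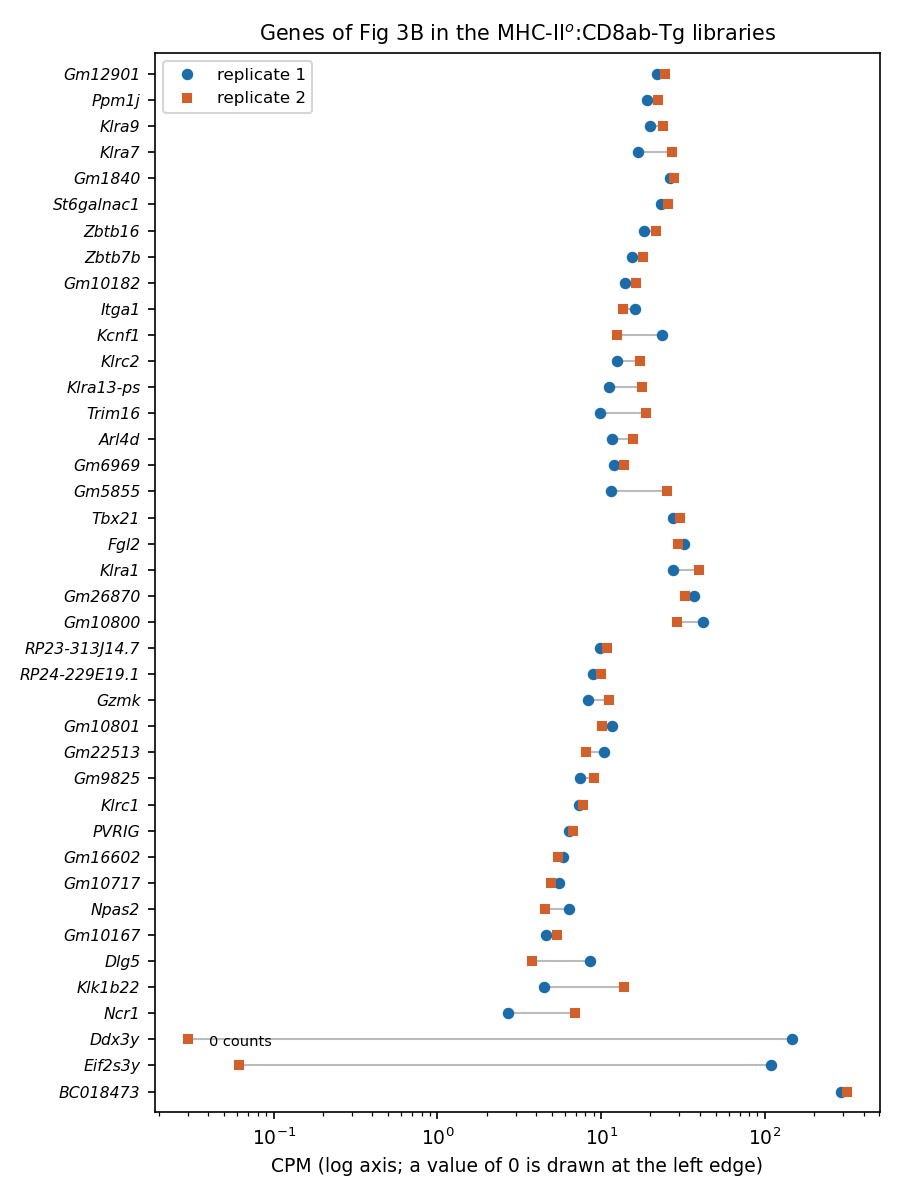
CPM of the 40 genes of Fig. 3B in both replicates of the *MHC-II* o:*CD8ab-Tg* cells, on a log axis and in the order of the heat map. Circles are replicate 1, squares are replicate 2, and lines join the replicates of a gene. *Ddx3y* had 0 counts in replicate 2 and is drawn at the left edge.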

**Figure S3.**
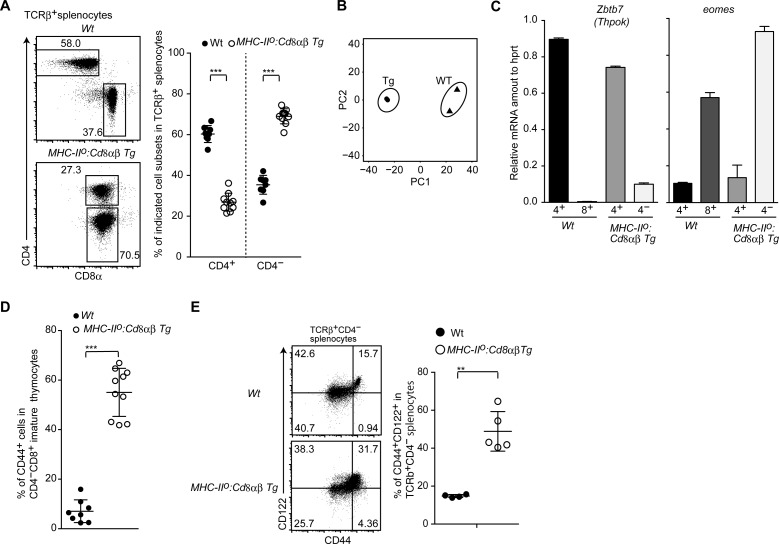
Development of innate memory-like CD8 T cells by constitutive CD8 expression. **(A)** Dot plots showing CD8α and CD4 expression in spleen T cells of mice of the indicated genotype (left). Numbers in the plots indicate the percentage of cells in each region. The graph on the right shows a summary of the data. Mean ± SD. ***P < 0.001 (unpaired *t* test, two-sided). **(B)** Principle component analyses of RNA-seq data. **(C)** Relative amounts of Zbtb7b and Eomes mRNA assessed by quantitative RT-PCR in CD4^+^ and CD4^−^ mature thymocytes of mice of the indicated genotype. Mean ± SD. **(D)** Frequency of CD44^+^ cells among CD4^−^ mature thymocytes from mice of the indicated genotype. Mean ± SD. ***P < 0.001 (unpaired *t* test, two-sided). **(E)** Dot plots showing CD44 and CD122 expression by CD4^−^ spleen T cells from mice of the indicated genotype (left). Numbers in the plots indicate the percentage of cells in each quadrant. The graph at the right shows a summary of the data. Mean ± SD. **P < 0.01 (unpaired *t* test with Welch’s correction, two-sided).

We next examined expression of Runx3, a central transcription factor for cytotoxic T-cell development, by using a *Runx3*^*tdTomato*^ reporter allele (Kojo et al, 2017). CD4^−^ mature thymocytes emerged in *MHC-II*^*o*^:*CD8ab-Tg* mice expressed Runx3-tdTomato, albeit at a lower level than that in control CD8^+^ T cells in control mice (Fig 3A), indicating that these cells are related to the cytotoxic lineage. 

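RNA-seq libraries were made from sorted CD4- mature thymocytes of *MHC-II* o:*CD8ab-Tg* mice in 2 replicates. In these mice the I-Aβ chain of MHC class II is missing, both copies of the endogenous *Cd8* locus are disrupted, and CD8α and CD8β are expressed from cDNAs in the *Rosa26* locus after Cre recombination in thymocytes. The labels of the libraries are not uniform in naming the cells, since their titles give cells lacking both co-receptors and their cell type fields give CD8+ cells. The cell population is named here as in the paper. The wild-type libraries to which the paper compared these cells were not analysed here, so the values are levels in the transgenic cells, and no fold change between genotypes was computed. Poly(A) RNA was sequenced as single-end reads. The authors mapped the reads onto the mouse genome mm10 with TopHat 2.1.1, counted reads per gene with HTSeq 0.6.1, and deposited the count of each of 48321 genes without normalization. The paper's text does not name the gene annotation or the strand setting of the counting. In replicate 1, 16732644 reads were counted on genes, which was 40.6% of the uniquely aligned reads. In replicate 2, 16245849 reads were counted on genes, or 41.2%. Reads assigned to no gene made up 55.9% of the uniquely aligned reads in both replicates. Reads that aligned to several places in the genome were not counted, so the counts of genes with near-identical copies are uncertain. The genes *Gm42418* and *Rn18s-rs5*, which cover a ribosomal RNA repeat on chromosome 17, took 13.6% of the counts on genes in replicate 1 and 10.8% in replicate 2. Counts were divided by the library's total on genes and expressed as CPM. The smallest level that this depth can show, set at 3 counts, was 0.179 CPM in replicate 1 and 0.185 CPM in replicate 2. Such limits and the confidence intervals given for single libraries cover counting error only.

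The genes altered in these mice were examined first. *H2-Ab1* encodes the I-Aβ chain and lies on the plus strand of chromosome 17 of GRCm38 (mm10) from 34257689 to 34269419. Its level was 20.8 ± 3.98 CPM (SD, n = 2), from 395 and 292 counts. The level of *Cd8a* was 165 ± 9.31 CPM (SD, n = 2) and that of *Cd8b1* was 780.3 ± 7.41 CPM (SD, n = 2). Counts per gene do not separate the inserted cDNAs or disrupted alleles from intact genes, and without a wild-type library these levels are not a check of the labels. *Cd4* had 12 counts in replicate 1 and 27 in replicate 2, equal to 0.717 and 1.66 CPM. *Cd3e* was found at 388 ± 28.1 CPM (SD, n = 2).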

To further characterize the CD4^−^ mature thymocytes in *MHC-II*^*o*^:*CD8ab-Tg* mice, we performed transcriptome analyses by RNA-seq. 

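The principal component analysis of the paper included wild-type libraries, so from the transgenic libraries alone only the spread between their replicates was measured. Among the 15949 genes with at least 10 counts summed over both libraries, log2(CPM + 1) of replicate 1 and of replicate 2 had a Pearson's r of 0.994 and a Spearman's rho of 0.989. These correlations are across genes, which are not independent replicates. The median absolute difference between the replicates was 0.14 on the same log2 scale. The biological coefficient of variation, which is the square root of edgeR's common dispersion for the group, was 0.0960, and it was 0.0932 when only genes with at least 100 counts were used. Each gene was then tested for a difference between the libraries beyond counting error by a two-sided exact binomial test with Benjamini-Hochberg adjustment. This test compares these libraries, not conditions. An adjusted p under 0.05 together with a difference of at least 2-fold was found for 242 genes, of which 92 were higher in replicate 1 and 150 in replicate 2. This split depended on the scaling, and it was 100 and 98 with edgeR's TMM library sizes and 98 and 104 with DESeq2 size factors. The counts of the libraries thus differed by more than the sampling noise of a single library. The number of differing genes cannot tell separate mice from separate preparations, so the libraries were counted as 2 replicates from their labels. The counts of *Ddx3y*, *Eif2s3y*, and *Xist* given below argue against separate preparations of the same mouse. In edgeR's exact test with a biological coefficient of variation of 0.1, which adds variation between mice to the counting error, 60 genes differed. The genes with the largest differences among those with at least 100 counts were linked to the sex chromosomes. *Ddx3y*, *Eif2s3y*, and *Uty*, on the Y chromosome, had 2450, 1833, and 467 counts in replicate 1 against 0, 1, and 10 in replicate 2. *Xist*, *Gm27520*, and *Tsix*, on the X chromosome, had 34, 0, and 8 counts in replicate 1 against 25266, 187, and 2381 in replicate 2. All 81 exon bases of *Gm27520* and 1980 exon bases of *Tsix* lie opposite exons of *Xist*. Their counts may therefore be reads of *Xist* and do not show that these genes are expressed.

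**Figure D2:**
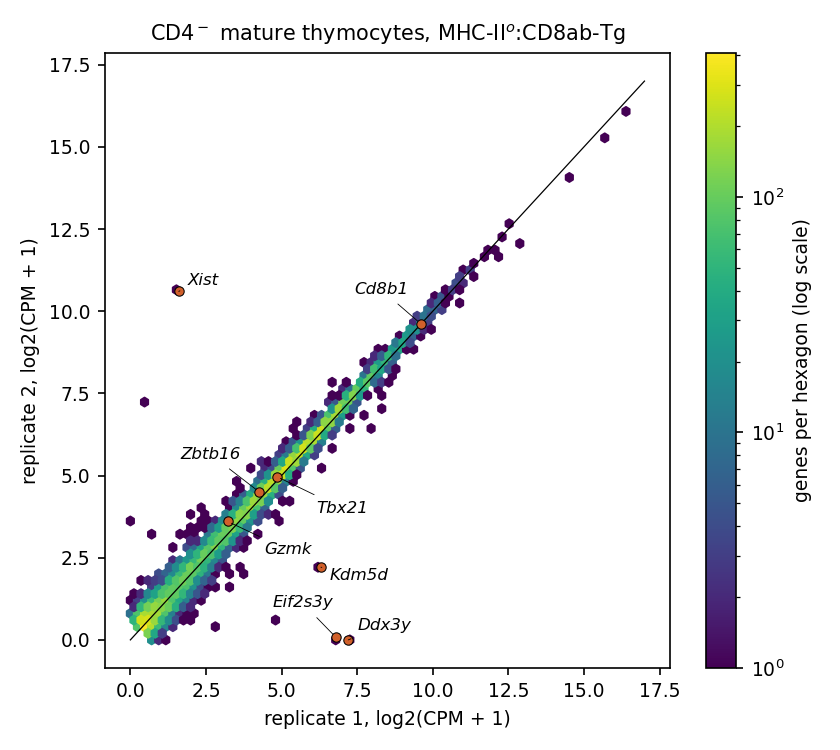
Levels of the 15949 tested genes in the replicates of CD4- mature thymocytes of *MHC-II* o:*CD8ab-Tg* mice, with log2(CPM + 1) of replicate 1 on the x axis and of replicate 2 on the y axis. Colour gives the number of genes per hexagon on a log scale, the line marks equal levels, and named genes are drawn as orange points. *Xist* is far above the line, and *Ddx3y*, *Eif2s3y*, and *Kdm5d* are far below it.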

Principal component analyses indicated that CD4^−^ mature thymocytes that had differentiated in *MHC-II*^*o*^:*CD8ab-Tg* mice were different from control *wild-type* CD8 SP thymocytes (Fig S3B). Analyses of differentially expressed genes revealed that *Gzmk*, *Zbtb16*, and *Tbx21* genes were up-regulated in the CD4^−^ mature thymocytes (Fig 3B). 

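*Gzmk*, which encodes granzyme K, lies on the minus strand of chromosome 13 of GRCm38 from 113171608 to 113225908. It had 139 counts in replicate 1 and 181 in replicate 2 of the CD4- mature thymocytes, and its level was 9.72 ± 2.00 CPM (SD, n = 2). The Wilson 95% confidence intervals were 7.04 to 9.81 CPM in replicate 1 and 9.63 to 12.9 CPM in replicate 2. *Zbtb16*, which encodes PLZF, lies on the minus strand of chromosome 9 from 48654297 to 48836222. With 305 and 351 counts, its level was 19.9 ± 2.39 CPM (SD, n = 2), with intervals of 16.3 to 20.4 CPM and 19.5 to 24.0 CPM. *Tbx21*, which encodes T-bet, lies on the minus strand of chromosome 11 from 97098071 to 97115331. With 462 and 493 counts, its level was 29.0 ± 1.93 CPM (SD, n = 2), with intervals of 25.2 to 30.2 CPM and 27.8 to 33.1 CPM. All 3 genes are protein-coding, and no exon of another gene overlaps theirs on the opposite strand. Of the stretches of 50 bases in their transcripts, 0% in *Gzmk* and *Tbx21* and 0.192% in *Zbtb16* also occur in transcripts of other genes. The replicates differed by less than the test could detect for each gene, with adjusted p-values from the exact binomial test of 0.0584 for *Gzmk*, 0.134 for *Zbtb16*, and 0.362 for *Tbx21*. CPM is not corrected for transcript length, so these values do not rank the genes against each other. The largest change among the alternative settings came from leaving mitochondrial and ribosomal RNA genes out of the library totals, which gave 11.2 CPM for *Gzmk*, 23.1 CPM for *Zbtb16*, and 33.6 CPM for *Tbx21*. By comparing such libraries with the wild-type ones, the paper states that the 3 genes were up-regulated in these cells (Fig. 3B), and it then turned to Eomes, CD44, and CD122 as features of innate memory-like CD8 T cells.

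**Figure D3:**
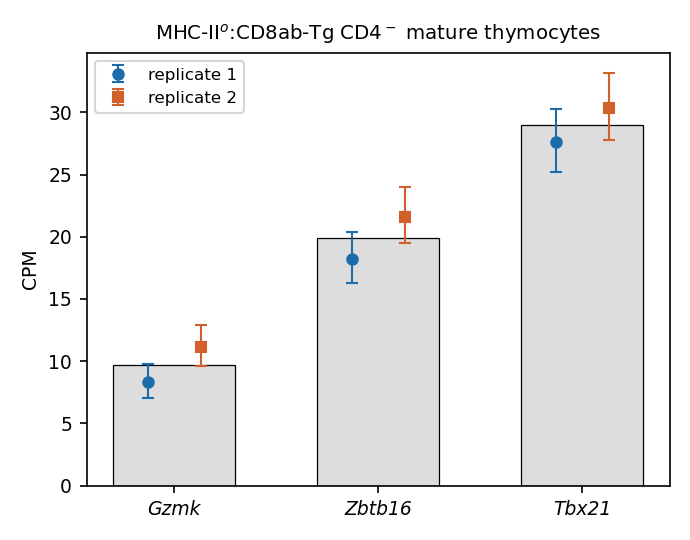
CPM of *Gzmk*, *Zbtb16*, and *Tbx21* in CD4- mature thymocytes of *MHC-II* o:*CD8ab-Tg* mice. Bars are means of the replicates, points are single libraries, and error bars are Wilson 95% confidence intervals of counting error. The intervals of the replicates overlap for each gene.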

We also confirmed higher expression of Eomes, one of the signature genes for innate memory-like CD8 T cells (Weinreich et al, 2010), in CD8 SP thymocyte population of *MHC-II*^*o*^:*CD8ab-Tg* mice in subsequent qRT-PCR and flow cytometry analyses (Figs 3B and S3C). CD44 and CD122 are known surface markers for innate memory-like CD8 T cells. Higher CD44 expression was detected in about half of the CD4^−^ mature thymocytes in *MHC-II*^*o*^:*CD8ab-Tg* mice and CD122 expression was detected in a half of the CD44^hi^ cells (Figs 3C and S3D). An increase in CD44^hi^CD122^hi^ cells was also observed in spleen CD4^−^ αβT-cell population (Fig S3E). These observations demonstrate that half of the CD4^−^ mature thymocytes that emerge in *MHC-II*^*o*^:*CD8ab-Tg* mice are innate memory-like CD8 T cells. An increase in the CD44^hi^CD122^hi^ subset was also induced by transgenic CD8αβ expression in an MHC-sufficient background (Fig 3C). We also found that expression of just the CD8α chain that could function as a CD8αα homodimer resulted in enhanced differentiation of CD44^hi^CD122^hi^ innate memory-like CD8 T cells (Fig 3C). Thus, under lower but constitutive CD8αβ or CD8αα expression, more than half of the MHC-I–selected cells remain to be differentiated into CD4^−^ cytotoxic lineage–related cells with a skewed differentiation toward innate memory-like CD8^+^ cells.

### Increase in the iNKT2 subset under constitutive CD8αβ expression

During the analysis of promyelocytic leukaemia zinc finger (PLZF) expression, we noticed that around 40% of CD4^+^ mature thymocytes expressed a higher level of PLZF than that in innate memory-like CD8 T cells (Fig 4A). Innate-like CD4^+^ T cells, including CD1d-restricted iNKT cells (Kovalovsky et al, 2008) and MR1-restricted MAIT cells (Rahimpour et al, 2015), have been shown to express PLZF at high levels. Interestingly, differentiation of innate memory-like CD8 T cells in the thymus has been shown to be enhanced by IL-4 secreted by iNKT2 cells (Verykokakis et al, 2010; Weinreich et al, 2010; Lee et al, 2013). We, therefore, examined CD4^+^PLZF^hi^ cells in *MHC-II*^*o*^: *CD8ab-Tg* mice in terms of iNKT characteristics, such as expression of the invariant TCR, which can be specifically detected by CD1d dimers loaded with αGalCer (αGC) (Matsuda et al, 2000). About 30% of CD4^+^ mature thymocyte of *MHC-II*^*o*^:*CD8ab-Tg* mice were stained with CD1d-αGC and were positive for transgenic CD8 expression, whereas only 5% of those cells were stained in control mice (Figs 4B and S4A). Such iNKT cells were present at a similar ratio in CD4^+^ T-cell population in *MHC-II*^*o*^ mice expressing only endogenous CD8αβ (Fig 4B). On the contrary, in MHC-II–sufficient background, both frequency and numbers of iNKT cells were reduced in our *CD8ab-Tg* mice as was previously reported (Lantz & Bendelac, 1994), whereas these are restored in MHC-II–deficient background (Fig S4A). These observations indicate that iNKT cells are one of the major CD4^+^ subsets arising after elimination of MHC-II–selected thymocytes. Whereas PLZF expression was not detected in the CD4^+^CD1d-αGC^−^ population in *wild-type* control mice, there remained a small proportion of CD1d-αGC^−^PLZF^+^CD4^+^ cells in the thymus of *MHC-II*^*o*^:*CD8ab-Tg* mice as well as *MHC-II*^*o*^ mice (Fig 4B).

**Figure 4.**
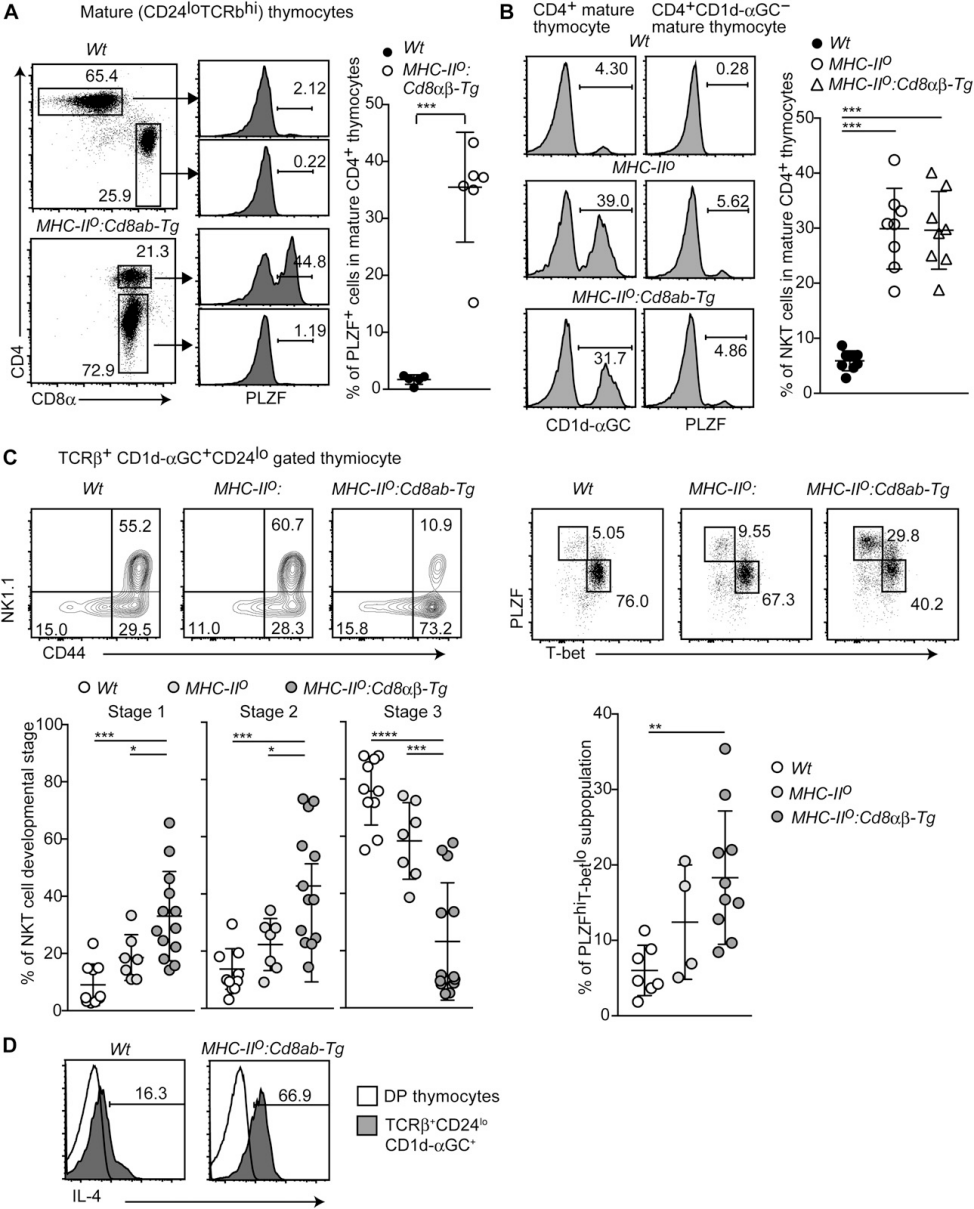
Skewed differentiation of the iNKT2 subset by constitutive CD8αβ expression. **(A)** Dot plots and histograms showing CD4, CD8, and PLZF expression in mature thymocytes of the indicated genotypes (left two panels). Representative results of at least three experiments. Graph showing a summary of five independent experiments (right). Mean ± SD. ***P < 0.001 (unpaired *t* test with Welch’s correction, two-sided). **(B)** Histograms showing CD1d-αGC anti-PLZF staining of the indicated thymocyte subsets and genotypes (left). Graph showing summary of four independent experiments (right). Mean ± SD. ***P < 0.001 (one-way ANOVA with Tukey’s multiple comparison). **(C)** Contour and dot plots showing frequencies in various stages and subsets of thymic iNKT cells from the indicated genotypes (upper). CD44^−^NK1.1^−^CD24^−^ stage 1 cells, CD44^+^NK1.1^−^ stage 2 cells, and CD44^+^NK1.1^+^ stage 3 cells. T-bet^lo^PLZF^hi^ is the iNKT2 subpopulation. One representative result of at least four experiments. Graphs showing summary of at least four experiments (lower). Mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA with Tukey’s multiple comparison). **(D)** Histogram showing intracellular IL-4 staining in the thymic iNKT population after stimulation with PMA and ionomycin for 4 h. One representative of two experiments.

**Figure S4.**
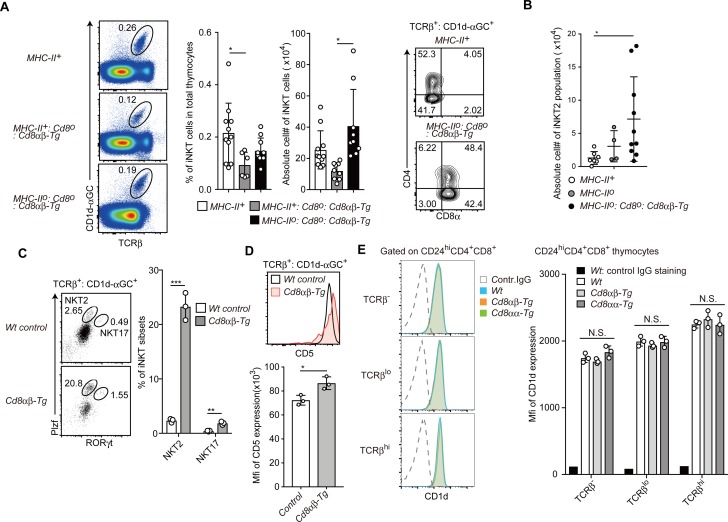
iNKT-cell differentiation in MHC-II–deficient background in the presence or absence of constitutive CD8 expression. **(A)** Left pseudocolor plots showing the frequency of iNKT cells in total thymocytes, which were defined as expression of TCRβ recognizing αGC on CD1d molecule. The graphs at the right shows a summary of the frequency and numbers of iNKT cells in the thymus of mice with indicated genotype. Mean ± SD. *P < 0.05 (one-way ANOVA with Tukey’s multiple comparison). Right contour plots show transgenic CD8 expression on iNKT cells. **(B)** The graph shows a summary of the numbers of iNKT2-cell subset in the thymus of mice with indicated genotype. Mean ± SD. **P < 0.01 (Kruskal–Wallis test with Dunn’s multiple comparisons test because significant difference of variance among these groups is observed by Bartlett’s test). **(C)** Dot plots showing Plzf and RORγt expression in iNKT cells in the thymus of mice with indicated genotype. Plzf^hi^RORγt^−^ and Plzf^int^ RORγt^+^ populations represent iNKT2 and iNKT17 subsets, respectively. The graph shows a summary of the % of iNKT2 and iNKT17. Mean ± SD. **P < 0.01, ***P < 0.001 (unpaired *t* test, two-sided). **(D)** Histogram showing CD5 expression on iNKT cells. The graph shows summary of mean fluorescence intensity of CD5 expression level. Mean ± SD. *P < 0.05 (unpaired *t* test, two-sided). **(E)** Histograms showing CD1d expression on double positive thymocytes of mice with indicated genotypes. The graph shows summary of mean fluorescence intensity of CD1d expression level. Mean ± SD.

Although the frequency of iNKT cells was similar between *MHC-II*^*o*^ and *MHC-II*^*o*^:*CD8ab-Tg* mice, an increase in innate memory-like CD8^+^ T cells occurred only in *MHC-II*^*o*^:*CD8ab-Tg* mice (Fig 3C). Given the important role of IL-4 to support innate memory-like CD8^+^ T-cell differentiation (Verykokakis et al, 2010; Lee et al, 2013), we asked whether differentiation of iNKT-cell subsets is different between *MHC-II*^*o*^ and *MHC-II*^*o*^:*CD8ab-Tg* mice. After CD24 down-regulation, the developmental stages of iNKT cells are divided into the CD44^−^NK1.1^−^ stage 1, the CD44^+^NK1.1^−^ stage 2, and the CD44^+^NK1.1^+^ stage 3 (Benlagha et al, 2002). In the thymus of *MHC-II*^*o*^:*CD8ab-Tg* mice, proportions of CD44^−^NK1.1^−^ stage 1 and CD44^+^NK1.1^−^ stage 2 cells were significantly increased compared with control and *MHC-II*^*o*^ mice and, this was accompanied by a relative decrease in CD44^+^NK1.1^+^ stage 3 cells (Fig 4C). The T-bet^lo^PLZF^hi^ iNKT2-cell subset is included in the stage 1 and stage 2 iNKT-cell population (Constantinides & Bendelac, 2013; Lee et al, 2013). As expected, the proportion of the T-bet^lo^PLZF^hi^ iNKT2-cell subset was significantly higher in *MHC-II*^*o*^:*CD8ab-Tg* mice than in *wild-type* and *MHC-II*^*o*^ mice (Fig 4C), which was consistent with an increase in the number of iNKT2 cells in *MHC-II*^*o*^:*CD8ab-Tg* mice (Fig S4B). We further confirmed an increase in the iNKT2 subset by using other markers, Plzf and RORγt, that define iNKT2 subset as Plzf^hi^RORγt^−^ population (Fig S4C). In addition, after ex vivo PMA/ionomycin stimulation, thymic iNKT cells of *MHC-II*^*o*^:*CD8ab-Tg* mice produced more IL-4 than *wild-type* control mice (Fig 4D), confirming the increase in the iNKT-cell subset that functionally produces IL-4. These observations indicate that constitutive expression of the CD8αβ co-receptor results in a skewed differentiation toward the iNKT2-cell subset.

### Cell-intrinsic and cell-extrinsic mechanisms for innate-like CD8 T-cell development

Our results showed that differentiation of both innate memory-like CD8 thymocytes and the iNKT2-cell subset is enhanced in *MHC-II*^*o*^:*CD8ab-Tg* mice. Given the known role of IL-4 secreted by iNKT2 cells in supporting innate memory-like CD8 thymocyte differentiation (Verykokakis et al, 2010; Lee et al, 2013), we next tested to what extents the increase in the iNKT2-cell subset has impacts on innate memory-like CD8 T-cell differentiation in *MHC-II*^*o*^:*CD8ab-Tg* mice. To accomplish this aim, we set up mixed bone marrow chimera experiments in which equal numbers of bone marrow progenitors from CD45.1 *wild-type* mice and CD45.2 *wild-type* or *MHC-II*^*o*^:*CD8ab-Tg* mice were co-injected together into sublethal irradiated *MHC-II*^*o*^ host mice. In the host mice that received CD45.1 wild-type and CD45.2 *wild-type* bone marrow cells, the percentages of CD44^+^CD122^+^ innate memory-like cells in mature CD4^−^CD8^+^ SP thymocytes were similar between CD45.1^+^ and CD45.2^+^ populations and were less than 1% in both population (Fig 5A). In striking contrast, the percentage of CD45.1^+^CD44^+^CD122^+^ CD8α^+^ cells were increased to around 5% when progenitors from CD45.2 *MHC-II*^*o*^:*CD8ab-Tg* mice were included (Fig 5A). The degree of CD45.1^+^CD44^+^CD122^+^ CD8 SP thymocyte differentiation tended to be correlated with the degree of chimerism of CD45.2^+^ cells to CD45.1^+^ cells. These results are consistent with previous studies showing that iNKT2-mediated cell-extrinsic mechanisms, such as an IL-4–enriched thymic environment, support innate memory-like CD8 T-cell differentiation (Verykokakis et al, 2010; Lee et al, 2013). Although actual involvement of IL-4–producing iNKT2-cell subsets in enhanced differentiation of innate memory-like CD8 T cells in *MHC-II*^*o*^:*CD8ab-Tg* needs to get confirmed by genetics using mice deficient for IL-4 or CD1d, it is likely that skewed differentiation of iNKT2 cells could serve as a cell-extrinsic mechanism driving innate memory-like CD8 T differentiation.

**Figure 5.**
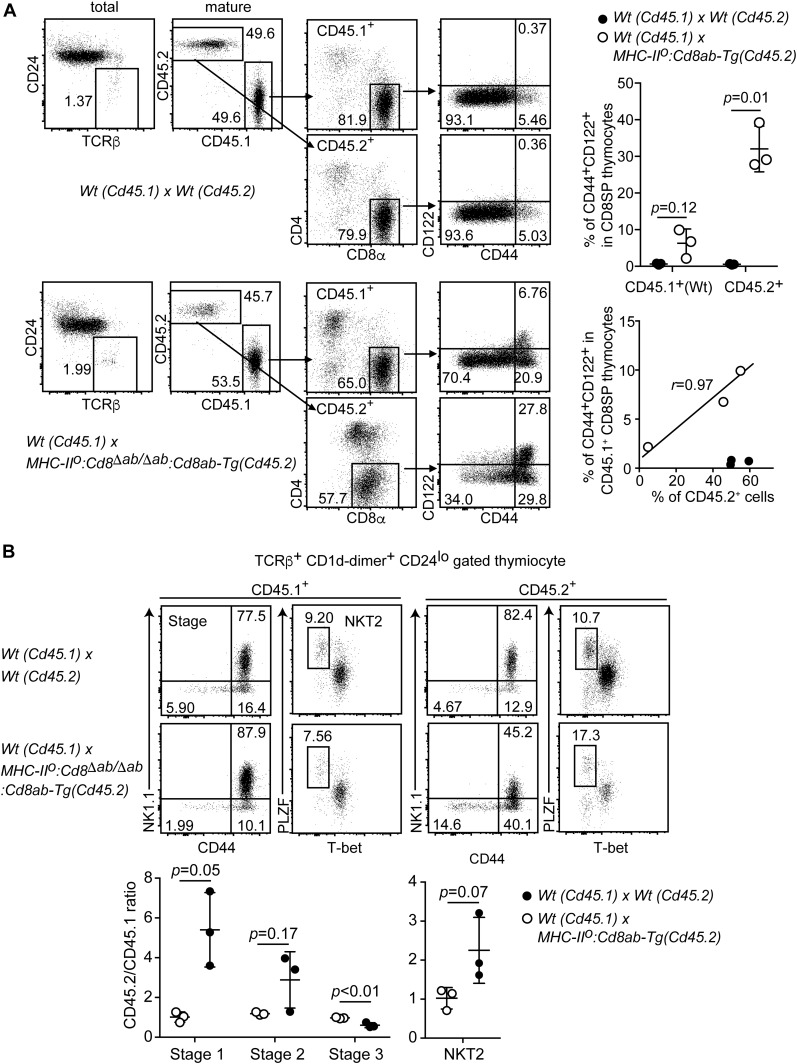
Cell-intrinsic and cell-extrinsic mechanisms for differentiation of innate-like CD8^+^ T cells. **(A)** Gating strategy of the flow cytometry analyses for the frequency of the innate memory-like CD8^+^ T-cell population in mixed bone marrow chimera experiments. One representative result from three independent mice (left). Graphs showing summary of innate CD8^+^ T-cell frequency in the indicated genotypes (right). Mean ± SD. Probability is calculated using two-tailed unpaired *t* test with Welch’s correction (right upper panel). The scatter plot indicates the relationships between CD45.2 chimerism and frequency of innate CD8^+^ T cells. r indicates Pearson’s correlation coefficient. **(B)** Dot plots showing iNKT-cell stages and iNKT2 subpopulations in mixed bone marrow chimera experiments (top). One representative result from three independent mice. Graph showing summary of frequencies of iNKT-cell developmental stages and iNKT2 subpopulation (bottom). Mean ± SD. Indicated probabilities are calculated using two-tailed unpaired *t* test with or without Welch’s correction (right upper panel).

Interestingly, in this setting, the percentage of CD44^+^CD122^+^ cells differentiated from CD45.2 *MHC-II*^*o*^:*CD8ab-Tg* progenitors was always higher (threefold) than that from CD45.1 wild-type cells (Fig 5A). This higher percentage of CD44^+^CD122^+^ cells in the CD45.2^+^ population suggests that besides cell-extrinsic mechanisms such as higher level of IL-4 produced by iNKT2 cells, constitutive CD8αβ expression activates uncharacterized cell-intrinsic mechanisms that makes MHC-I–restricted cells more prone to activate a developmental program toward the innate memory-like CD8 thymocyte.

We next examined development of the iNKT-cell subset in the bone marrow chimera host mice by assessing the ratio of CD45.2^+^ cells to CD45.1^+^ cells at the three stages of iNKT-cell development. This was performed individually for each host mouse because iNKT-cell reconstitution efficiency varied in each host. In the mixed chimera setting of CD45.1 *wild-type* with CD45.2 *wild-type* progenitors, the ratio of CD45.2^+^ cells to CD45.1^+^ cells in each of the three iNKT-cell stages was around one in all host mice (Fig 5B). On the contrary, the proportion of CD45.2^+^ cells relative to CD45.1^+^ cells at the CD44^−^NK1.1^−^ stage 1 and the CD44^+^NK1.1^−^ stage 2 was significantly increased in host mice injected with CD45.1 *wild-type* and CD45.2 *MHC-II*^*o*^:*CD8ab-Tg* progenitors (Fig 5B). We also confirmed an increased proportion of the T-bet^lo^PLZF^hi^ iNKT2-cell subset in this setting (Fig 5B). These results clearly demonstrate that cell-intrinsic mechanisms are involved in the skewed differentiation toward iNKT1 and iNKT2-cell subsets in *MHC-II*^*o*^:*CD8ab-Tg* mice, although involvement of cell-extrinsic mechanisms is not formally excluded.

### Intracellular signaling from the CD8α chain is required for iNKT2 skewing

Our results revealed that constitutive CD8αβ expression enhanced iNKT2-cell differentiation in at least a cell-intrinsic manner. Recently, TCR signal strength was shown to be involved in regulating the differentiation of iNKT-cell subsets. Thus, strong TCR signaling promotes iNKT2 and iNKT17 development (Tuttle et al, 2018; Zhao et al, 2018), suggesting that constitutive CD8αβ expression might enhance TCR signaling during iNKT-cell development, either by aiding in antigen recognition and/or modulating intracellular TCR signals. Consistent with this notion, expression level of CD5, an indicator of TCR signal strength, was higher on thymic iNKT cells that were developed under constitutive CD8 expression (Fig S4D). iNKT cells are selected by CD1d molecules on DP thymocytes (Constantinides & Bendelac, 2013). Contrary to the previous study showing CD1d down-regulation by transgenic CD8 expression (Engel et al, 2010), there was no significant change in CD1d expression levels on DP thymocytes upon transgenic CD8αα or CD8αβ expression (Fig S4E), suggesting that CD1d expression level is unlikely to be involved in enhancement of TCR signaling by transgenic CD8 expression. Two cysteine residues in the CD8α cytoplasmic tail are essential for co-receptor function in TCR stimulation by classical MHC-I via interacting with Lck kinase and recruitment of LAT (Turner et al, 1990; Hoeveler & Malissen, 1993; Bosselut et al, 1999). We, therefore, tested whether these cysteine residues are necessary to enhance iNKT2-cell differentiation by generating a *Rosa26*^*8aCA*^ allele that expresses a mutant CD8α chain in which two cysteine residues are replaced with alanine (Fig 6A). Unlike in the *MHC-II*^*o*^:*CD8ab-Tg* mice, the frequency and numbers of mature CD8 SP thymocytes were significantly decreased in the *MHC-II*^*o*^ mice expressing CD8α^CA^ mutant protein (*MHC-II*^*o*^:*CD8a*^*CA*^*b−Tg* mice) (Fig 6B), indicating that co-receptor function supporting conventional MHC-I–restricted cell development was abrogated by these amino acid replacements.

**Figure 6.**
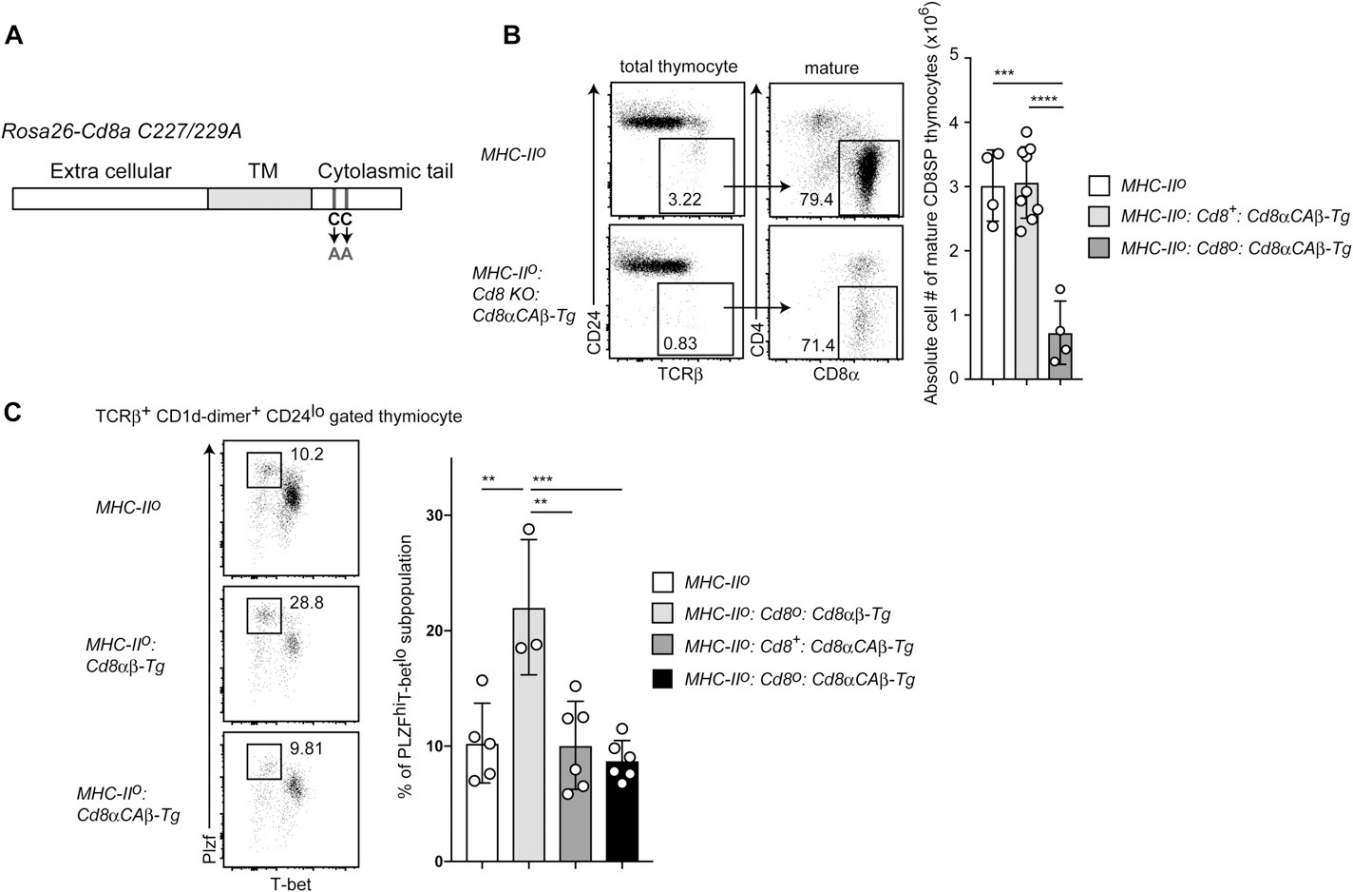
Signals from CD8α chain are essential for iNKT2 skewing. **(A)** Schematic structure of the C227/229A mutant CD8a chain inserted in the *Rosa26* locus. Two cysteine residues at positions 227 and 229 in the CD8α chain cytoplasmic tail were changed to alanine. **(B)** Dot plots showing CD24 and TCRβ expression to define mature thymocytes and CD4 and CD8 expression in mature thymocytes. Numbers in the dot plots indicate percentage of cells in the indicated gates (left). Graph showing summary of absolute number of mature CD8 SP thymocytes of mice with indicated genotype (right). Mean ± SD. ***P < 0.001, ****P < 0.0001 (one-way ANOVA with Tukey’s multiple comparison). **(C)** Dot plot showing T-bet and PLZF expression in thymic iNKT cells of mice of the indicated genotype (top). Numbers indicate percentage of cells in the indicated gate that defines iNKT2 subset. Graph showing a summary of iNKT2 frequency among iNKT cells of mice with the indicated genotype (bottom). Mean ± SD. **P < 0.01, ***P < 0.0001 (one-way ANOVA with Tukey’s multiple comparison). TM, transmembrane domain.

When we examined the iNKT-cell population, defined as CD24^lo^TCRβ^+^CD1d-αGC^+^, in *MHC-II*^*o*^:*CD8a*^*CA*^*b−Tg* mice, there was no increase in the percentage of the iNKT2-cell subset (Fig 6C). These observations indicate that intracellular signaling through the CD8α chain is necessary to drive enhanced iNKT2-cell development.

It remains unclear whether CD8αβ or CD8αα interacts directly with the non-classical MHC-I molecule CD1d. Nevertheless, our results clearly demonstrated that constitutive CD8α expression alone is sufficient to affect iNKT-cell subset differentiation. We then examined expression kinetics of the endogenous CD8α chain during iNKT-cell development. At the CD24^hi^CD44^−^NK1.1^−^ stage 0, most of iNKT-cell precursors express CD8α and CD4 and more than half of these cells down-regulate CD8α expression (Fig S5). During the transition from CD24^hi^ stage 0 to the CD24^lo^CD44^−^NK1.1^−^ stage 1, CD8α expression was efficiently down-regulated. The ThPOK transcription factor is essential to terminate *Cd8* gene expression in conventional MHC-I–restricted cytotoxic T cells (He et al, 2005; Rui et al, 2012) as well as in iNKT cells (Engel et al, 2010). Interestingly, CD8α down-regulation at stage 0 seemed to precede ThPOK induction (Fig S5). Thus, similar to conventional cytotoxic T cells (Muroi et al, 2008), the initial CD8 down-regulation during iNKT-cell development is independent of ThPOK.

**Figure S5.**
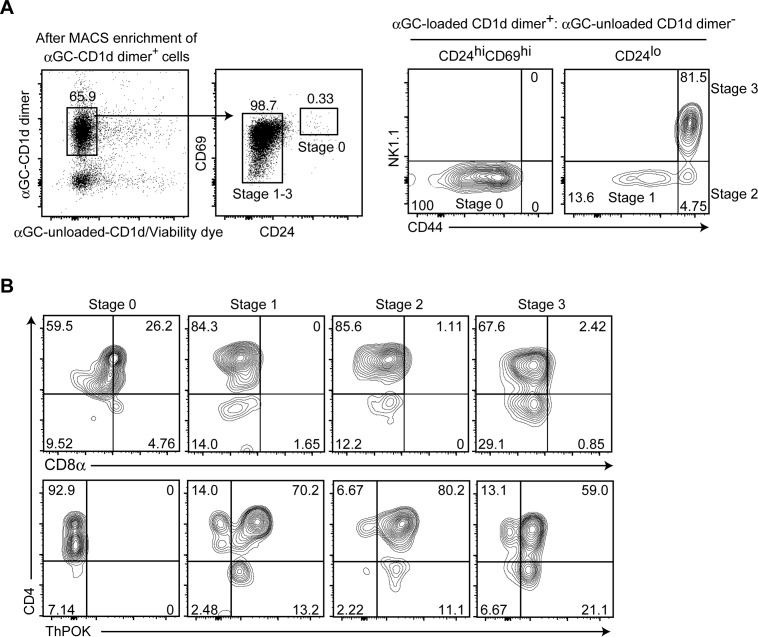
CD8 down-regulation precedes ThPOK induction during iNKT-cell development in the thymus. **(A, B)** CD1d-αGC^+^ cells were enriched from total thymocytes of 6 wk old C57BL/6 mice using magnetic beads, followed by staining of cell surface molecules and intracellular ThPOK. **(A)** Dot and contour plots showing the gating strategy to define iNKT cells at stage 0, stage 1, stage 2, and stage 3 based on aGC-loaded/unloaded CD1d dimer, CD24, CD69, CD44, and NK1.1 expression (A). **(B)** Contour plots showing CD4, CD8α, and ThPOK expression at the four stages during iNKT-cell development in the thymus (B). One representative of two experiments. Numbers in the plots indicate the percentage of cells in each quadrant.

## Discussion

Results shown in this study clearly demonstrate that constitutive expression of CD8αβ or CD8αα influences the proportion of iNKT-cell subsets, with skewing to the iNKT2 subset in a cell-intrinsic manner, generating an IL-4–rich thymic microenvironment that fosters differentiation of innate memory-like CD8^+^ T cells. In addition to the cell-extrinsic mechanism, constitutive CD8αβ expression somehow conditions MHC-I–restricted cells to become more prone to acquire innate memory-like signatures in a cell-intrinsic manner.

Recent studies reported that TCR signal strength influences iNKT-cell subset differentiation (Tuttle et al, 2018; Zhao et al, 2018). Attenuated function of ZAP70, which plays an essential role in early TCR signaling events via phosphorylation of LAT, impaired differentiation of iNKT2 and iNKT17, but not iNKT1 cells (Tuttle et al, 2018; Zhao et al, 2018). The expression level of CD5, which parallels TCR signaling intensity, and induction of Nur77, another marker reflecting TCR strength, is higher in iNKT2 cells (Moran et al, 2011; Lee et al, 2013; Tuttle et al, 2018). These findings highlight that strong TCR signaling promotes iNKT2-cell development, at least in part by sustaining Egr2 expression, which results in increases of chromatin accessibility of iNKT2-specific regulatory elements harboring Egr2- and NFAT-binding motifs (Tuttle et al, 2018). Therefore, it is conceivable that constitutive CD8αβ expression enhances TCR signaling in iNKT precursors. However, a previous study failed to detect direct binding of CD8αβ to the non-classical MHC-I molecule, CD1d (Engel et al, 2010), leaving open the question of how CD8αβ enhances TCR signaling engaged by CD1d. Our results showed that the CD8αα homodimer, which has a distinct affinity for conventional MHC-I and a thymus leukemia antigen (TL), another non-classical MHC-I molecule, from CD8αβ co-receptor (Leishman et al, 2001; Gangadharan & Cheroutre, 2004), also functions to enhance iNKT2 development. This suggests that CD8αβ is unlikely to help iNKT precursors recognize antigen on CD1d as it does for antigens on classical MHC-I as a co-receptor, although the possibility that CD8αβ increases binding affinity of invariant TCR with antigen/CD1d molecules is not formally excluded. Using a retrogenic transgenic mouse system, Cruz Tleugabulova et al showed that TCR half-life is more important to modulate iNKT subset differentiation than avidity (Cruz Tleugabulova et al, 2016). This finding is not only in line with the idea that CD8αβ does not increase affinity for antigen/CD1d complexes but also raise the possibility that CD8αβ stabilizes the interaction between TCR and antigen/CD1d complexes. On the other hands, our results show that two cysteine residues within the intracellular domain of CD8α chain are required for skewed differentiation toward the iNKT2 subset. These cysteine residues function as a docking module for Lck and LAT (Turner et al, 1990; Hoeveler & Malissen, 1993). Such an intracellular association of CD8α chain with TCR/CD3 complexes and signaling molecules in the absence of antigen recognition suggests a possible role of CD8α chain to strengthen TCR signaling independently of extracellular binding of CD8α to CD1d. Given the involvement of ZAP70 in shaping the development of iNKT subsets, the capacity of the CD8α chain to interact with the molecular machinery in early TCR signaling events is likely to be essential to strengthen or prolong TCR signaling. At any rate, given that CD4 is constitutively expressed during iNKT-cell development and interacts with Lck with higher affinity than CD8α, it is possible that CD8α modulates intracellular signaling from invariant TCR engaged by antigen/CD1d complexes differently from CD4.

Pioneering studies proposed that CD8αβ expression during iNKT-cell development inhibits this development through a process of negative selection (Lantz & Bendelac, 1994). However, emergence of CD8^+^ iNKT cells in ThPOK-deficient mice indicated that CD8 expression does not provide full inhibitory signals (Engel et al, 2010). Recently, reduction of iNKT-cell numbers in SLAM family receptor–deficient mice was shown to stem from increased apoptosis because of strong TCR signals (Lu et al, 2019). Thus, the SLAM family receptor functions to attenuate TCR signals to foster iNKT-cell development, implying that differentiation of iNKT cells is impaired once TCR signal strength exceeds some thresholds. Therefore, enhanced TCR signaling by constitutive CD8αβ expression inhibits differentiation of some iNKT precursors that receive excessive TCR signals, whereas other iNKT precursors that can survive under constitutive CD8αβ expression are directed toward the iNKT2-cell developmental pathway. It is possible that such iNKT2 cells that emerged under constitutive CD8αβ expression are exposed to prolonged TCR signals and produce an increased amount of IL-4, generating the IL-4–rich thymic microenvironment despite a small increase in their numbers.

A previous publication discussed the possibility that down-regulation of endogenous CD8β chain could be what limits the redirection of MHC-I selected cells into CD4^+^ helper T cells (Bosselut et al, 2001). However, in the absence of endogenous CD8β, the proportion of CD4^+^ versus CD4^−^ cells was about one-third, which is similar to that observed in the previous study (Bosselut et al, 2001), implying that this is not the case. Moreover, one-third of the CD4^+^ T cells are CD1d-restricted iNKT cells, and the rest of the CD4^+^ T population contains a significant proportion of PLZF^+^ innate-like cells with uncharacterized MHC-restriction. Therefore, at least in our experimental setting for transgenic CD8αβ expression, most MHC-I–selected cells differentiate into CD8^+^ cytotoxic-lineage cells. This finding demonstrates that a persistent positive-selection signal alone is not sufficient to instruct the helper-lineage fate to MHC-I restricted cells. Thus, our results challenge the model in which a distinct duration of positive-selection signals between MHC-I–and MHC-II–selected thymocytes generated by distinct kinetics of expressions of the CD4 versus CD8αβ co-receptor is central to mechanisms that govern the helper versus cytotoxic lineage choice. Our results also revealed that down-regulation of CD8 plays an essential role in preventing development of innate memory-like CD8 T cells, rather than in inducing conventional cytotoxic fate, at least in part by shaping differentiation of iNKT-cell subsets. By using several experimental systems, disruption of CD4/MHC-II–mediated positive-selection signals had been previously shown to result in a redirected differentiation of MHC-II restricted cells into CD8^+^ cytotoxic-lineage cells (Sarafova et al, 2005; Adoro et al, 2012). This genetic evidence supports the concept that persistence of positive-selection signals is necessary to guide MHC-II–selected thymocytes to become the helper-lineage T cells. On the contrary, whether persistence of MHC-I–mediated TCR signaling is sufficient to instruct the helper-lineage fate has not yet been well established. Given the lower expression level of transgenic CD8αβ in this study, it remains possible that the signal strength was not sufficient to instruct the helper-lineage fate in this setting. However, the ratio of CD4^+^ versus CD4^−^ mature thymocytes in this study was similar to that observed in mice expressing transgenic CD8αβ at a level similar to endogenous CD8αβ (Bosselut et al, 2001). In addition, the lower expression level of transgenic CD8αβ or CD8αα was sufficient to influence TCR signals from invariant TCR on iNKT precursors. Therefore, it is conceivable that persistence of MHC-I–derived positive-selection signals alone is not sufficient to instruct the helper-lineage fate, although it is still important to test thymocyte fate decision by achieving constitutive CD8αβ expression at the correct level (Littman, 2016). Our results suggest that there must be uncharacterized differences in positive-selection signals between MHC-I– and MHC-II–restricted thymocytes beyond duration of signal length. Understanding of such differences in positive-selection signals engaged by distinct MHCs is extremely important and awaits experiments in future studies.

The unique kinetics of CD8 expression, known as co-receptor reversal, was discovered 20 yr ago (Brugnera et al, 2000; Cibotti et al, 2000). CD8 co-receptor reversal is controlled at the transcriptional level and is accomplished by temporal termination o*f Cd8* gene expression in all post-selection thymocytes and sequential *Cd8* reactivation specifically in the cytotoxic-lineage cells. However, the molecular mechanisms underlying such CD8 expression with its unique kinetics remains uncharacterized. Our results revealed a novel relevance of *Cd8* down-regulation to shaping iNKT-cell subset differentiation, raising the possibility that mechanisms causing *Cd8* down-regulation might be evolved to fine-tune innate T-cell differentiation in species that lack conventional cytotoxic T cells or in the extant positive-selection process of cytotoxic T cells by classical MHC-I molecules. However, expression of the CD8αβ co-receptor on cytotoxic-lineage cells is beneficial to efficiently mount adaptive immune responses by assisting recognition of peptide antigen presented on MHC-I molecules in the periphery, leading us to speculate that mechanism(s) that reactivate *Cd8* gene might have been acquired later. In mice, the E8I enhancer, one of six enhancers in the *Cd8* locus, shows CD8^+^ cytotoxic lineage–specific activity in a reporter transgenic assay (Ellmeier et al, 1997). However, CD8αβ co-receptor expression by MHC-I–restricted cells is maintained in the absence of the *E8I* enhancer (Ellmeier et al, 1998), indicating that compensatory mechanisms operate to maintain CD8αβ co-receptor expression on MHC-I–restricted cytotoxic T cells (Ellmeier et al, 2002). Such mechanisms for CD8 expression are likely to have been established under evolutional pressures to secure MHC-I–dependent pathogen clearance.

## Materials and Methods

### Mice

*Thpok*^*ΔTE*^ mice (Muroi et al, 2013), Rosa26-STOP-YFP mice (Srinivas et al, 2001), and Runx3-tdTomato reporter mice (Kojo et al, 2017) have been described. I-Aβ–deficient mice were from Taconic. To generate a *Cd8*^*Δab*^ allele, we first replaced exon 2 in the *Cd8b1* gene with a neomycin resistant gene (*neo*^*r*^) flanked with FRT sites by homologous recombination with the targeting vector in MI ES cells, establishing ES clone 67. We next removed the *neo*^*r*^ gene from the ES clone 67 by transient transfection of an FLP recombinase expression vector and isolated an ES clone harboring the *Cd8*^*Δb*^ allele, into which the targeting vector used to generate the *Cd8a*^*h2PA*^ allele (Wada et al, 2018) was transfected to replace exon 1 of the *Cd8a* gene with an hCD2 cDNA and the *neo*^*r*^ gene. After isolation of ES clones that had undergone homologous recombination with the second targeting vector at the *Cd8a* gene, we screened them to determine which allele, *Cd8* or *Cd8*^*Δb*^, was targeted by analyzing the type of FLP recombinase-mediated recombination occurring after transduction of a retrovirus vector encoding FLP, and then isolated ES clones harboring the *Cd8*^*+/ΔbaCD2N*^ genotype. After removal of the *neo*^*r*^ gene from the *Cd8*^*+/ΔbaCD2N*^ ES clone by transient transfection of the FLP recombinase expression vector, ES clones were used to generate chimera mice by aggregation. To generate the *Rosa26*^*8*a^ or *Rosa26*^*8b*^ allele, a cDNA fragment encoding CD8α or CD8β was PCR-amplified by RT-PCR using thymus mRNA, sequenced, and cloned into the *AscI* site of the CTV vector (#159212; Addgene). 

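The endogenous genes and the *Rosa26* locus are on chromosome 6. On GRCm38, *Cd8b1* extends from 71322788 to 71337494 and *Cd8a* from 71373427 to 71379173, both on the plus strand. In the principal transcripts of GENCODE M21, *Cd8b1* has 6 exons and *Cd8a* has 5. Exon 2 of *Cd8b1*, which was replaced in the *Cd8* Δab allele, extends from 71325986 to 71326348 and is 363 bases long. Exon 1 of *Cd8a*, which was replaced with the hCD2 cDNA, extends from 71373427 to 71373997 and is 571 bases long. The noncoding gene *Gt(ROSA)26Sor*, which marks the *Rosa26* locus, extends from 113067428 to 113077333 on the minus strand. In the RNA-seq libraries of CD4- mature thymocytes of *MHC-II* o:*CD8ab-Tg* mice, *Gt(ROSA)26Sor* had 206 and 228 counts, or 13.2 ± 1.22 CPM (SD, n = 2), with 145 bases of its exons overlapping *Thumpd3* on the opposite strand. *Cd8a* had 2647 counts in replicate 1 and 2784 in replicate 2, and *Cd8b1* had 12969 and 12762. Reads from the inserted cDNAs align to the exons of the endogenous genes and are counted there. The ratio of *Cd8b1* counts to *Cd8a* counts was 4.74 ± 0.223 (SD, n = 2) without correction for length and 11.6 ± 0.547 (SD, n = 2) per kb of annotated exon, which includes untranslated sequence.

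**Figure D4:**
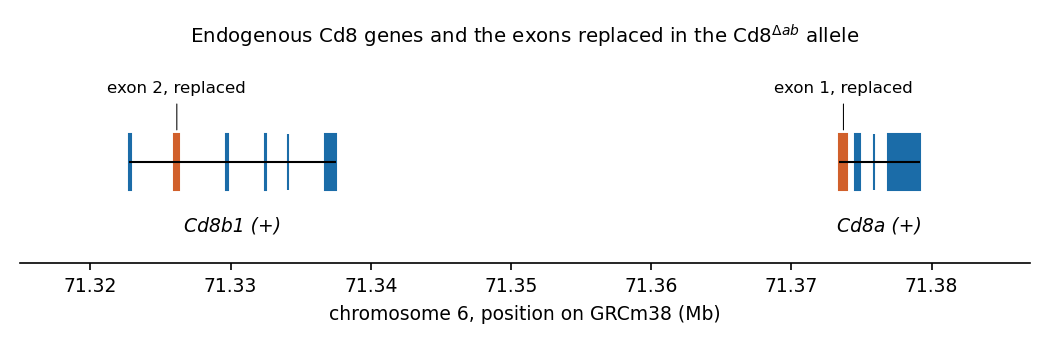
*Cd8b1* and *Cd8a* on chromosome 6 of GRCm38, with position in Mb on the x axis. Boxes are exons of the principal transcripts, and orange boxes are exon 2 of *Cd8b1* and exon 1 of *Cd8a*, which were replaced in the *Cd8* Δab allele.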

A cDNA encoding the mutant CD8α^CA^ chain harboring alanine substitutions at two cysteine residues in the CD8α cytoplasmic tail was amplified by overlap PCR. All mice were maintained in the specific pathogen-free animal facility at the RIKEN IMS, and all animal procedures were in accordance with institutional guidelines for animal care and with the protocol (28-017) approved by the Institutional Animal Care and Use Committee of RIKEN Yokohama Branch.

### Flow cytometry and cell sorting

Single-cell suspensions from the thymus, spleen, and lymph nodes were prepared by mashing tissues through a 70-μm cell strainer (BD Bioscience). Single-cell suspensions were stained with the following antibodies purchased from BD Bioscience, eBiosciences, or BioLegend: CD4 (RM4-5), CD8a (53-6.7), CD24 (M1/69), CD44 (IM7), CD122 (TM-β1), TCRβ (H57-597), NK1.1 (PK136), CD69 (H1.2F3), and CCR7 (4B12). Murine CD1d-dimers X I (557599; BD Biosciences) obtained from BD Biosciences were loaded with αGalCer (KRN7000; Funakoshi) and were labelled with antimouse IgG1 proximal enhancer (550083; BD Biosciences) or antimouse IgG1 BV510 (740421; BD Biosciences). For intracellular staining of transcription factors, the cells were stained with cell surface molecules, and then fixed and permeabilized using the Transcription Factor Buffer Set (562574; BD Biosciences). Permeabilized cells were stained with antibodies from BD Biosciences, eBiosciences, or BioLegend: T-bet (4B10), PLZF (9E12), Eomes (Dan11mag), and ThPOK (T43-94). To stain intracellular IL-4, total thymocytes were stimulated with 50 ng/ml in ml of phorbol 12-myristate 13-acetate (PMA) (Sigma-Aldrich) and 1.5 μM of ionomycin for 4 h in the presence of BD Golgi Stop (554724; BD Biosciences). Then, the cells were stained with cell surface molecules and were fixed and permeabilized using BD Cytofix/Cytoperm Kit (554714; BD Biosciences). Permeabilized cells were stained with anti-IL-4 antibody (11B11; BD Biosciences). Multi-color flow cytometry analysis was performed using a BD FACSCanto II (BD Bioscience), and data were analyzed using FlowJo (BD Bioscience) software. Cell subsets were sorted using a BD FACSAria II or III (BD Biosciences).

### Mixed bone marrow chimera

Recipient MHC-II-deficient mice were sublethally irradiated at 950 rad and were reconstituted with 5 × 10^6^ bone marrow cells from CD45.2^+^ wild-type mice or CD45.2^+^ *MHC-II*^*o*^:CD8αβ Tg mice with 5 × 10^6^ CD45.1^+^ bone marrow cells. At 8–12 wk after transfer, the spleen and thymus were analyzed by flow cytometry.

### Quantitative RT-PCR

Total cellular RNA was extracted from purified cell subsets using Trizol (Thermo Fisher Scientific) and treated with RNase-free DNase I (Thermo Fisher Scientific). cDNA was synthesized from total RNA using the SuperScriptII First Strand Synthesis System (Invitrogen). Quantitative RT-PCR was performed using the ABI/PRISM 7000 sequence detection system with an internal fluorescent TaqMan probe. Primers for *Zbtb7b* (He et al, 2005) and *Eomes* (Intlekofer et al, 2005) were previously described.

### RNA-seq

RNA was extracted from sorted CD8^+^ and CD4^−^ mature thymocytes of *Wt* and *MHC-II*^*o*^:CD8αβ Tg mice by TRIzol (Thermo Fisher Scientific), followed by RNeasy Micro Kit (QIAGEN) according to the manufacturer’s protocols. Sequencing libraries were prepared using a NEBNext RNA Library Prep Kit for Illumina (E7530; NEB) with Poly(A) mRNA Magnetic Isolation Module (E7490; NEB) according to the manufacturer’s protocol. Single-end 50-bp reads were obtained by Illumina HiSeq 1500. The reads were mapped by Tophat v2.1.1 onto the mouse genome mm10 and counts were generated using HTSeq v.0.6.1. The DESeq2 R package was used to perform principle component analysis and to generate the heat map of differentially expressed gene with normalized counts of *wild-type* (GSE48138) and *Tg* (GSE132059) in duplicates in this study.

### Accession codes

GEO: raw sequencing data and processed files, GSE48138 and GSE132059.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

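RNA-seq of sorted CD4- mature thymocytes of *MHC-II* o:*CD8ab-Tg* mice was analysed in 2 replicates. The authors prepared poly(A) libraries, obtained single-end reads, mapped them with TopHat 2.1.1 onto mm10, and deposited the count of reads per gene from HTSeq 0.6.1, as raw whole numbers without normalization. The gene annotation and the strand setting are not named in the paper's text. The paper used DESeq2 for its principal component analysis and heat map with wild-type libraries of another series, which were not analysed here. With a single condition, no differential expression between genotypes was tested. Replicate numbers were taken from the sample labels, and the cell population from the paper.

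Of the 48321 gene symbols listed, 46394 were found in the GENCODE M21 annotation of GRCm38 (the same build as mm10), which was used for positions, gene types, exons and transcript sequences. The lines at the end of each count table, for reads assigned to no gene, ambiguous reads and reads aligned to several places, were used only to describe the libraries. The line for reads not aligned held 0 in both, so the number of reads sequenced is not known from the counts.

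Gene levels were computed from the deposited counts as CPM of the total on genes, 16732644 in replicate 1 and 16245849 in replicate 2, with mean and SD over the 2 replicates. Wilson 95% confidence intervals and the floor of 3 counts cover counting error only, since reads without molecular identifiers are not independent molecules. The spread between the replicates was described by correlations across genes of log2(CPM + 1), by the median absolute log2 difference, and by the common dispersion from edgeR 4.0.16. Genes with at least 10 counts summed over both libraries were compared between the libraries by a two-sided exact binomial test with Benjamini-Hochberg adjustment (scipy 1.17.1 and statsmodels 0.14.6), and a difference was counted at an adjusted p under 0.05 and at least 2-fold. Counts with counting error only were simulated for 48321 genes, of which 16001 were tested. The genes changed 4-fold were drawn from those with at least 100 counts. The test recovered 200 of 200 of them and called 3 unchanged genes. Variation between mice, 2-fold changes and lower counts were not simulated. The simulation thus does not give the rates of recovery or false calls in the real libraries. In a simulation of 15941 genes with a biological coefficient of variation of 0.2, edgeR's estimate was 0.199. The order of the transgenic columns in Fig. 3B was read from the figure before the data were examined and compared with the CPM by an exact binomial test.

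The genes named are those that the paper names for this experiment in its text or in Fig. 3B, the genes altered in the mice, panels of marker genes written before the data were examined, the 5 genes with the highest mean CPM, and the 3 genes with the largest log2 ratio in each direction among the genes that differed between the libraries and had at least 100 counts. Genes outside this rule are marked where they appear as chosen after their values were seen. The highest genes were *Gm42418*, *Rn18s-rs5*, *Lars2*, *Gm26917*, and *Eef1a1*.

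The alternatives tried were library sizes from edgeR's TMM factors (0.973 and 1.03) or DESeq2 1.42.0 size factors (0.993 and 1.01), totals without 392 mitochondrial and ribosomal RNA genes, other minimum counts and CPM, each replicate left out, and edgeR's exact test with a biological coefficient of variation fixed at 0.1. Shared sequence was measured as the percent of windows of 50 bases in a gene's transcripts that also occur, on either strand, in transcripts of other genes. The share of *Trav11* and *Trav11d*, which encode the V segment of the invariant TCR of iNKT cells, among the counts on *Trav* genes was planned as a measure of iNKT cells. Both had 0 counts in each library, of 2269 counts on *Trav* genes in replicate 1 and 2148 in replicate 2, and 100% of their windows occur in other genes, so a count of 0 does not show that these segments are absent. A floor of 3 counts equals a share of 0.132% in replicate 1 and 0.140% in replicate 2. This floor holds only for segments to which reads can be assigned, so it is no detection limit for *Trav11* and *Trav11d*. Scripts ran in Python 3.11.15 and R 4.3.3.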

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

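The paper does not report the levels of these genes in the RNA-seq libraries, and they were found above the smallest level that the depth can show. All tests in this part were chosen after the values were seen. The design holds a single condition, so no biological explanation based on a comparison of conditions was tested.

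*Xist*, the RNA of the inactive X chromosome, was at 1555 CPM in replicate 2 and 2.03 CPM in replicate 1. The Y-linked gene *Kdm5d* was at 77.9 CPM in replicate 1, and *Ddx3y* was at least 793-fold higher in replicate 1 than in replicate 2. If the replicates came from a male and a female mouse, Y-linked genes would be higher in replicate 1 and *Xist* in replicate 2. Of 5 Y-linked genes with at least 100 counts, 4 were at least 2-fold higher in replicate 1. The exception was *Gm37158*, with 118 and 132 counts, which was examined after its values were seen. These values are consistent with a male mouse for replicate 1 and a female mouse for replicate 2. The paper's text does not give the sex of the mice, and *Ddx3y* and *Eif2s3y* are among the genes of Fig. 3B.

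*Kdm5d* still had 59 counts in replicate 2, or 4.52% of its counts in replicate 1. Male RNA mixed into replicate 2 would bring the same share of other Y-linked genes, and 111 counts of *Ddx3y* would then be found in replicate 2. There were 0 counts of *Ddx3y* and 1 of *Eif2s3y*, which goes against male RNA as the only source. *Uty*, however, had 10 counts in replicate 2 against 467 in replicate 1. Exact matches to other genes were also examined, and 2.49% of the 50-base windows of *Kdm5d* occur in transcripts of other genes. Reads that aligned to several places were not counted, so reads from such windows would tend to be lost rather than added. The share of windows thus cannot decide whether exact matches are the source. Related sequence with mismatches was not tested, and the source of these counts is open.

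*H2-Ab1* was at 20.8 CPM in cells of mice without I-Aβ. MHC class II-expressing cells in the sorted population would also express *H2-Aa* and *H2-Eb1*. The counts per kb of *H2-Aa* were 0.0123 of those of *H2-Ab1* on average, with 9 and 4 counts, and *H2-Eb1* had 3 and 7 counts. The reads on *H2-Ab1* thus did not come with reads on *H2-Aa* or *H2-Eb1* at a similar level. None of its 50-base windows (0%) occurs in transcripts of other genes. Reads from the disrupted allele itself were not tested, because counts per gene do not show where in the gene the reads lie.

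*Cd8b1* was at 780.3 CPM, rank 97 of all genes by CPM, although its exon 2 was replaced at the endogenous locus and its cDNA was inserted in the same locus as that of *Cd8a*. Its counts were 4.90 times those of *Cd8a* in replicate 1 and 4.58 times in replicate 2, and 12.0 and 11.2 times per kb of annotated exon. The annotated exons include untranslated sequence, and the lengths of the inserted cDNAs were not used. Counts per gene do not separate the cDNA from RNA of the remaining exons of the disrupted allele, and no explanation was tested.

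*Gm42418* and *Rn18s-rs5*, on a ribosomal RNA repeat, took 13.6% of the counts on genes in replicate 1, after poly(A) selection. *Lars2*, a protein-coding gene on chromosome 9, ranked 3 of all genes by CPM. If ribosomal RNA were the source of reads on *Lars2*, its ratio between the libraries would follow that of the ribosomal genes. The ratio of replicate 1 to replicate 2 was 1.40 for *Lars2*, 1.24 for *Gm42418*, 1.28 for *Rn18s-rs5*, and 1.76 for *Gm26917*, which neighbours *Gm42418*, and the middle 95% of the 483 genes with at least 10000 counts lay between 0.830 and 1.23. The ratio of *Lars2* thus lay with those of the ribosomal genes, which did not have a single ratio themselves. Exact matches to other genes were examined as well, and 0.196% of the 50-base windows of *Lars2* occur in transcripts of other genes. A share of windows does not show where the reads lie, and a ratio in the same direction does not show that reads are shared, so the source of the reads on *Lars2* is open.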

How the results depend on the processing

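The alternatives below were set before the data were examined, except where stated. With mitochondrial and ribosomal RNA genes left out of the library totals, *Zbtb16* rose to 23.1 CPM and *Tbx21* to 33.6 CPM, by more than 1 SD, because the totals became smaller, while *Gzmk* at 11.2 CPM stayed within 1 SD. Of the 90 other named genes, 43 rose by more than 1 SD under this setting, and none of the 90 moved by more than 1 SD with TMM or DESeq2 library sizes or with either replicate left out. The TMM factors (0.973 and 1.03) and DESeq2 size factors (0.993 and 1.01) lay close to 1 on both sides. They can hardly move a mean of 2 libraries, so these settings are no test of its stability. With 2 replicates, leaving out 1 cannot move a mean by more than 1 SD, so those fits show only the range, from 8.31 to 11.1 CPM for *Gzmk*, 18.2 to 21.6 CPM for *Zbtb16*, and 27.6 to 30.3 CPM for *Tbx21*.

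Of the 242 genes that differed between the libraries, 55 had at least 100 counts and were found again with that minimum. With edgeR's exact test at a biological coefficient of variation of 0.1, 60 genes differed, and all 60 were among the 242. The change of test, which adds variation between mice, and the higher minimum thus each reduced the number by more than 1.5 times. The split between the libraries also depended on the scaling. It was 92 genes higher in replicate 1 and 150 in replicate 2 with total counts, 100 and 98 with TMM, and 98 and 104 with DESeq2 size factors. The biological coefficient of variation was 0.0932 with at least 100 counts and 0.0962 with at least 1 count, against 0.0960.

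The order of the transgenic columns of Fig. 3B held for 28 of 28 genes under TMM and DESeq2 library sizes. The minimum of 10 counts removed none of these genes and is no test of stability. At least 0.5 CPM in both libraries was found for 38 genes of Fig. 3B and at least 5 CPM for 32. The share of *Trav11* and *Trav11d* was 0 under every alternative, which cannot move it. The ratio for genes inside opposite-strand genes, given among the other observations, had alternatives chosen after seeing the data. It was 1.10 and 1.13 with minimums of 20 and 500 counts per kb, and from 1.09 to 1.10 in the fits that each left out 1 replicate.

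No paired analysis was possible because both libraries are of the same condition. The depth limits genes near the floor of 3 counts, such as *Eif2s3y* in replicate 2, whose ratio between the libraries is a lower bound.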

Other observations

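The tests of strand and of pseudogenes were set before their results were seen, and the other tests in this part were chosen afterwards.

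In both libraries 55.9% of the uniquely aligned reads were assigned to no gene. A candidate explanation is strand-specific counting of reads that carry no strand information, in which case reads of one orientation are lost or given to a gene on the opposite strand. Genes whose exons lie at least 90% inside the exons of a single opposite-strand gene would then have about as many counts per kb as the outer gene, whereas they would have few counts otherwise. Among 104 such pairs with at least 100 counts per kb on the outer gene, the median ratio was 1.11 (quartiles 0.355 and 1.51), and 10.6% of the ratios were under 0.1. In replicate 2 the counts of *Tsix* per kb of exon that it shares with *Xist* were 0.854 times the counts of *Xist* per kb of its own exons. The values are consistent with strand-specific counting of unstranded reads. Levels of antisense genes may then reflect the gene on the opposite strand. The myeloid marker *Csf1r*, at 10.7 ± 1.43 CPM (SD, n = 2) while *Lyz2* had 0 and 2 counts, shares 873 bases of exon with *Hmgxb3* on the opposite strand.

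Processed pseudogenes made up 7 of the 36 genes of Fig. 3B that were found in the annotation, or 19.4%, against 0.461% of the 10633 annotated genes with at least 100 counts. Genes are not independent replicates, so no p-value is given. If reads shared with near-identical genes were the source, much of the sequence would occur elsewhere. The median share of 50-base windows found in other genes was 38.1% for the pseudogenes and 1.52% for the 25 protein-coding genes of Fig. 3B, and it was over 10% for 6 of 7 pseudogenes and for 9 of 25 protein-coding genes. Processed pseudogenes resemble their parent genes by origin, so this test is weak. The share suggests that small differences in how reads were aligned may change which copy is counted. Whether such a difference existed between the wild-type and transgenic libraries was not tested.

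NK-receptor genes, *Zbtb16*, and *Tbx21* were found in the sorted cells, and *Klrb1c*, which encodes NK1.1, was at 24.8 ± 3.78 CPM (SD, n = 2). A large share of iNKT cells in the sorted population might give such transcripts, and the invariant TCR segments *Traj18* and *Trbv13-2* would then lead their families. *Traj18* took 4.04% of the counts on *Traj* genes on average and ranked 5 in both libraries. In replicate 1 its share was 4.26% (Wilson 95% confidence interval 3.24 to 5.57%), which was not distinguishable from the 4.77% of the leading *Traj15*. In replicate 2 it was 3.82% (2.83 to 5.14%) against 5.77% for the leading *Traj7*. *Trbv13-2* took 7.21% and 8.28% of the counts on *Trbv* genes, below *Trbv12-2* with 14.9% and 15.6%. Neither segment led its family in either library. *Traj18* is 66 bases long, however, and reads of rearranged TCR RNA that also cover a V segment or the constant gene are ambiguous and not counted on it, so its share cannot bound the share of iNKT cells. That *Trbv13-2* was below *Trbv12-2* does not bound the share of iNKT cells either, because no level of these segments in cells without iNKT cells was measured. The transcripts cannot be told apart from those of iNKT cells by these values. *Il4* had 11 and 7 counts, and *Gata3* was at 46.9 ± 1.42 CPM (SD, n = 2). The *Traj* and *Trbv* segments and *Trbv12-2* were chosen after their values were seen.

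The paper's claims on Eomes, CD44, CD122, and Runx3 rest on flow cytometry, reporter, and qRT-PCR data, for which the RNA-seq gives levels in transgenic cells. *Eomes* was at 196 CPM in replicate 1 and 355 CPM in replicate 2, or 275 ± 112 CPM (SD, n = 2), and 118 bases of its exons overlap *Gm33460* on the opposite strand. *Cd44* was at 105 ± 16.5 CPM, *Il2rb*, which encodes CD122, at 558 ± 49.2 CPM, and *Runx3* at 228 ± 15.9 CPM (SD, n = 2 for each).

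*Eomes*, *Cd44*, *Il2rb*, *Gzmk*, *Zbtb16*, and *Tbx21* form a panel of innate memory-like genes, and 6 of 6 were higher in replicate 2. This was noticed among 15 panels. Scaling of the libraries was examined as an explanation, and 6 of 6 were higher in replicate 2 with total counts, TMM, and DESeq2 size factors. With TMM the log2 ratios ranged from 0.06 for *Tbx21* to 0.78 for *Eomes*. Counting error was examined by the exact binomial test between the libraries, in which 3 of 6 genes (*Eomes*, *Cd44*, and *Il2rb*) had an adjusted p under 0.05, so counting error does not account for these 3 genes, while the differences of *Gzmk*, *Zbtb16*, and *Tbx21* cannot be told apart from it. A general drift of genes of similar level was examined with 10000 random lists matched on count, of which 1.32% had all 6 genes higher in replicate 2, and the median log2 ratio of the panel, 0.21, was at percentile 99.9 of their medians. The panel was picked among 15 because of this pattern and the values are not adjusted for that, so these lists do not rule out chance. The hypothesis is that the share of innate memory-like cells may vary between mice. The sex-linked genes also separate these replicates, so mouse, sex, and preparation cannot be told apart.

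The *Cd8* and *Rosa26* loci are on chromosome 6, and so are 7 of the 36 annotated genes of Fig. 3B. Sequence linked to the targeted *Cd8* and *Rosa26* loci, which derives from the ES cells, might contribute to such differences. Counted once per cluster within 1 Mb, 2 of 27 clusters were on chromosome 6, or 7.41%, against 5.23% of the 10633 annotated genes with at least 100 counts. With 2 clusters the test cannot tell these shares apart.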
